# Drought‐induced protein (Di19‐3) plays a role in auxin signaling by interacting with IAA14 in Arabidopsis

**DOI:** 10.1002/pld3.234

**Published:** 2020-06-21

**Authors:** Susmita Maitra Majee, Eshan Sharma, Brinderjit Singh, Jitendra P. Khurana

**Keywords:** abiotic stress, Arabidopsis, Aux/IAA, auxin signaling, Di19, ethylene signaling

## Abstract

The members of early auxin response gene family, *Aux/IAA*, encode negative regulators of auxin signaling but play a central role in auxin‐mediated plant development. Here we report the interaction of an Aux/IAA protein, AtIAA14, with Drought‐induced‐19 (Di19‐3) protein and its possible role in auxin signaling. The *Atdi19‐3* mutant seedlings develop short hypocotyl, both in light and dark, and are compromised in temperature‐induced hypocotyl elongation. The mutant plants accumulate more IAA and also show altered expression of *NIT2*, *ILL5*, and *YUCCA* genes involved in auxin biosynthesis and homeostasis, along with many auxin responsive genes like *AUX1* and *MYB77*. *Atdi19‐3* seedlings show enhanced root growth inhibition when grown in the medium supplemented with auxin. Nevertheless, number of lateral roots is low in *Atdi19‐3* seedlings grown on the basal medium. We have shown that AtIAA14 physically interacts with AtDi19‐3 in yeast two‐hybrid (Y2H), bimolecular fluorescence complementation, and in vitro pull‐down assays. However, the auxin‐induced degradation of AtIAA14 in the *Atdi19‐3* seedlings was delayed. By expressing *pIAA14::mIAA14‐GFP* in *Atdi19‐3* mutant background, it became apparent that both Di19‐3 and AtIAA14 work in the same pathway and influence lateral root development in Arabidopsis. Gain‐of‐function *slr‐1/iaa14* (*slr*) mutant, like *Atdi19‐3*, showed tolerance to abiotic stress in seed germination and cotyledon greening assays. The *Atdi19‐3* seedlings showed enhanced sensitivity to ethylene in triple response assay and AgNO_3_, an ethylene inhibitor, caused profuse lateral root formation in the mutant seedlings. These observations suggest that AtDi19‐3 interacting with AtIAA14, in all probability, serves as a positive regulator of auxin signaling and also plays a role in some ethylene‐mediated responses in Arabidopsis.

**Significance Statement:**

This study has demonstrated interaction of auxin responsive Aux/IAA with Drought‐induced 19 (Di19) protein and its possible implication in abiotic stress response.

## 1 INTRODUCTION

Hormones play a major role in coordinating various developmental processes in plants as well as in adaptation of plants to both abiotic and biotic stresses. There is a complex network of signaling components that act as a link between the signaling pathways of various hormones, thus relaying the signal to the nucleus, eliciting changes in gene expression, and leading eventually to more overt developmental responses. Auxin is one of the major phytohormones that has been studied extensively and is involved in many developmental responses, including embryonic and post‐embryonic development and tropic movements in plants. Relative content of auxin in a particular tissue and at a specific stage of development is decisive in defining the fate of cells in that tissue. However, high levels of indole‐3‐acetic acid (IAA) at the cellular level induce various growth abnormalities like reduction in shoot growth, epinasty, reduction in leaf area, and root proliferation (Grossmann & Scheltrup, 1998); this also forms the very basis of herbicidal action of auxins. Moreover, in coordination with other hormones like ethylene, gibberellin, abscisic acid, and cytokinin, auxin plays an essential role in many fundamental processes in plants (Chandler, 2009; Munné‐Bosch & Müller, 2013), conferring phenotypic plasticity. Synergy between auxin and ethylene can be explained by positive regulation of auxin synthesis by ethylene (Stepanova, Hoyt, Hamilton, & Alonso, 2005; Stepanova, Yun, Likhacheva, & Alonso, 2007) along with involvement of ethylene in polar auxin transport (Lewis, Negi, Sukumar, & Muday, 2011; Prayitno, Rolfe, & Mathesius, 2006; Strader, Chen, & Bartel, 2010). Moreover, auxin regulated *AUX1* has been implicated as a central player in ethylene‐induced inhibition of lateral root (LR) formation (Lewis et al., 2011; Negi, Ivanchenko, & Muday, 2008). Recently, the role of SOR1, an E3 ubiquitin ligase, in ethylene–auxin‐mediated inhibition of root growth in rice seedlings has been demonstrated (Chen et al., 2018). Auxin has been shown to induce ethylene production by upregulating ACC synthase expression or by redirecting the available pool of ACC towards ethylene synthesis (Stepanova et al., 2007; Wei, Zheng, & Hall, 2000). Auxin also stimulates the expression of NCED encoding gene leading to ABA accumulation (Grossmann & Scheltrup, 1998; Hansen & Grossmann, 2000; Kraft, Kuglitsch, Kwiatkowski, Frank, & Grossmann, 2007). In fact, in earlier studies from our laboratory (Borah et al., 2017; Jain & Khurana, 2009), many of the auxin responsive genes in rice were found to be expressed differentially under abiotic stress conditions like drought, salinity, cold, and heat stress. Many other recent studies have also provided evidences for the involvement of auxin in abiotic stress response pathways (Jung, Lee, Choi, & Kim, 2015; Shani et al., 2017; Sharma, Sharma, Borah, Jain, & Khurana, 2015; Uga et al., 2013).

The changes in the endogenous level of auxin can cause both repression and enhanced expression of auxin responsive genes. Among the genes that are upregulated, members of *Aux/IAA*, *GH3*, and *SAUR* gene families have been the subject of innumerable studies (Hagen & Guilfoyle, 2002; Jain, Kaur, Garg, et al., 2006; Jain, Kaur, Tyagi, & Khurana, 2006; Jain & Khurana, 2009; Jain, Tyagi, & Khurana, 2006; Paponov et al., 2008). Auxin‐induced changes in gene expression are mediated by two well‐studied gene families encoding Aux/IAAs and auxin response factors (ARFs). The Aux/IAA family represents auxin‐induced short lived proteins that act as negative regulators of auxin signaling (Gray, Kepinski, Rouse, Leyser, & Estelle, 2001; Jain, Kaur, Garg, et al., 2006; Ramos, Zenser, Leyser, & Callis, 2001; Santos Maraschin, Memelink, & Offringa, 2009). The expression of most of the *Aux/IAA* genes is enhanced upon auxin treatment and at the same time it signals the activation of proteasome pathway. Auxin finds a binding pocket in its receptor TIR1/AFB, acting as a “molecular glue,” thus providing an extended interface for the protein–protein interaction between Aux/IAA and TIR1/AFB (Dharmasiri, Dharmasiri, & Estelle, 2005; Kepinski & Leyser, 2005; Tan et al., 2007). Auxin enhances TIR1/AFB protein binding to Aux/IAA for its degradation that hitherto has sequestered the ARFs, thus leaving the ARFs free to bind *AuxREs* in the upstream promoter region of auxin responsive genes and regulate their expression. Considering the complexity of auxin signaling and its participation in a wide diversity of physiological processes and developmental events, it is not surprising that many more components may be involved in auxin signaling pathways. Recent studies have led to the identification of components that serve as chaperones and chromatin modifiers, affecting auxin signaling (Lavy & Estelle, 2016). A mechanism involving the Mediator complex, which becomes functional only on degradation of IAA14 at higher levels of auxin, due to dissociation from TPL and CKM, thus allowing ARF7‐ and ARF19‐mediated gene expression to commence, has been deciphered recently (Ito et al., 2016).

In an effort to identify Aux/IAA interacting proteins and define their cellular functions, in the present study, we initially identified an interacting partner, Di19, for one of the Aux/IAA proteins (OsIAA13) in *Oryza sativa* through Y2H library screening and subsequently confirmed it by in vitro pull‐down and bimolecular fluorescence complementation (BiFC) assays. Based on the lead available from rice work, we could identify the rice homologs of Di19 and Aux/IAA in *Arabidopsis thaliana* and also demonstrated their interaction. Di19 family proteins represent a class of Cys2/His2 zinc finger transcription factors that are induced upon drought stress (Milla, Townsend, Chang, & Cushman, 2006). In Arabidopsis as well as rice, there are seven hydrophilic members comprising the Di19 family. The transcript levels of *Di19* family genes are enhanced upon dehydration and high salinity stress (Milla et al., 2006; Wang et al., 2014). There are also reports showing association of AtDi19‐1 with pathogenesis response (Liu et al., 2013). To pursue the work on Arabidopsis, we searched for an Arabidopsis mutant of the closest homolog of OsDi19‐5 in Arabidopsis; AtDi19‐3 emerged as the closest match to OsDi19‐5. Subsequent analysis of overexpression, complementation and knock down mutant seedlings of *AtDi19‐3* clearly revealed its involvement in various developmental events, like hypocotyl growth, LR growth, and development. Furthermore, the roles of AtDi19‐3 in auxin‐ and ethylene‐mediated responses have also been analyzed. Overall, our work provides evidence that Di19‐3 is involved in hormonal interplay for regulating plant development besides the role it might play in stress response pathways.

## 2 RESULTS

### 2.1 OsIAA13 interacts with OsDi19‐5 and AtIAA14 interacts with AtDi19‐3

In pursuit of identifying different components in Aux/IAA‐mediated auxin signaling, we performed library screening in yeast using one of the rice Aux/IAAs as bait. With prior knowledge that *OsIAA13* (earlier designated as *OsIAA1*; Thakur, Tyagi, & Khurana, 2001) has high expression in coleoptiles of 3‐day‐old etiolated seedlings of rice and it is induced by auxin (Thakur, Jain, Tyagi, & Khurana, 2005; Thakur et al., 2001), we generated cDNA library from 3‐day‐old etiolated rice seedlings for yeast two‐hybrid (Y2H) screening with OsIAA13 as bait. In addition to OsDi19‐5, we found few ARFs, a dnaJ, and a CaMK to be interacting with OsIAA13; in this study, we kept our focus on OsDi19‐5. The interaction between OsIAA13 and OsDi19‐5 was further analyzed by Y2H, in vitro pull‐down, and BiFC assays (Figure 1a–e). For in vitro pull‐down assay, Sepharose 4B pre‐cleared 6X‐His tagged OsDi19‐5 was passed through GSH‐Sepharose 4B beads bound GST‐OsIAA13 or GST. Immuno‐detection with anti‐His antibody revealed that OsDi19‐5 could be affinity purified by GST‐OsIAA13 protein; GST alone did not show any affinity to OsDi19‐5 (Figure 1b). To confirm the interaction under in vivo conditions, BiFC assay was performed using split YFP. Full‐length sequence of *OsIAA13* fused to N‐terminal of YFP and *OsDi19‐5* fused with C‐terminal of YFP were co‐bombarded into onion epidermal cells and viewed under confocal microscope after incubation for the appropriate duration. The detection of YFP fluorescence in the nucleus (Figure 1d,e; Figure S8) confirmed the physical interaction between these two proteins.

**FIGURE 1:**
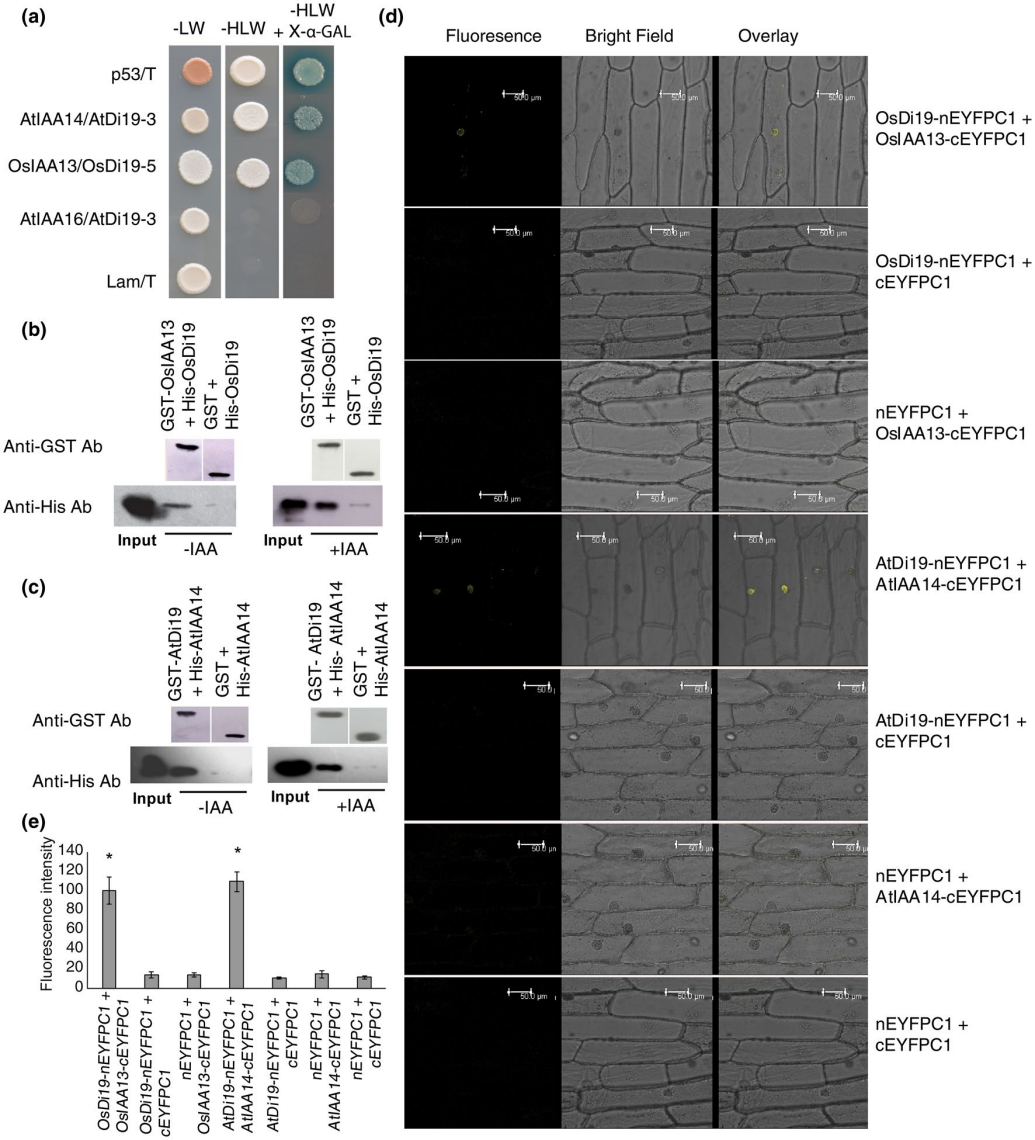
Physical interaction between Aux/IAA and Di19. (a) Yeast two‐hybrid assay showing interaction of AtIAA14 and OsIAA13 with AtDi19‐3 and OsDi19‐5, respectively; AtIAA16 was used as a negative control. The assay was performed in the presence of *SD*/‐LW as well as *SD*/‐HLW for *HIS3* expression and *MEL1* expression. p53/T interaction and Lam/T interaction serve as positive and negative control, respectively. (b) In vitro pull‐down assay of OsDi19‐5 with OsIAA13 immobilized on GSH Sepharose. Recombinant 6xHis‐OsDi19‐5 was passed through GST‐OsIAA13 and GST bound Sepharose beads in the absence and presence of 5µM IAA and the presence of 50 µM MG132 (a 26S proteasome inhibitor), followed by anti‐His antibody immunodetection; (c) 6xHis‐AtIAA14 was immunoblotted after passing through GST‐AtDi19‐3 and GST bound Sepharose beads. Immunodetection with anti‐His antibody revealed that AtIAA14 interacts with AtDi19‐3; (d) Bimolecular fluorescence complementation analysis of Aux/IAA and Di19. Confocal images of onion epidermal cells bombarded with i) OsIAA13/cYFPC1 and OsDi19‐5/nYFPC1; ii) cYFPC1 and OsDi19‐5/nYFPC1; iii) nYFPC1 and OsIAA13/cYFPC1; iv) AtIAA14/cYFPC1 and AtDi19‐3/nYFPC1; v) cYFPC1 and AtDi19‐3/nYFPC1; vi) nYFPC1 and AtIAA14/cYFPC1; vii) cYFPC1 and nYFPC1; bar is 50µm; (e) Fluorescence intensity quantified using Leica LAS AF Lite software 4.0 plotted with mean values ± SE. One‐way ANOVA showed significant statistical difference; *represents *p* < .05 (Student's *t* test)

In an earlier study, the Arabidopsis Di19 family genes coding for Cys2/His2 zinc finger class of transcription factors, have been shown to be upregulated upon exposure to dehydration and high salinity stress (Milla et al., 2006). Since genetic resources are readily available for Arabidopsis, we extended this work on Arabidopsis and first identified the homologs of OsIAA13 and OsDi19‐5 in Arabidopsis. Using Matrix Global Alignment tool (MatGAT) (Campanella, Bitincka, & Smalley, 2003), AtDi19‐3 showed the closest match to OsDi19‐5 (Table S1). Likewise, phylogenetic analysis revealed that OsIAA13 shares the clade with AtIAA14 (Figure S3).

The physical interaction between AtDi19‐3 with AtIAA14 was confirmed in yeast (Figure 1a); AtIAA16, another Aux/IAA protein belonging to the same clade, however, did not show any interaction with AtDi19‐3, and thus served as a negative control. Among the seven members of AtDi19 family, AtIAA14 was found to interact predominantly with AtDi19‐3 (Figure S1c). Affinity purification of 6X‐His‐AtIAA14 using GST‐AtDi19‐3 bound to GSH‐Sepharose and subsequent immunodetection confirmed their interaction by in vitro pull‐down assay (Figure 1c). The presence of YFP fluorescence in the nucleus of onion epidermal cells during BiFC assay further substantiated the interaction between AtIAA14 and AtDi19‐3 (Figure 1d,e; Figure S8). These observations provide sufficient evidence for the interaction between AtIAA14 and AtDi19‐3 in Arabidopsis. Thus, further work was only confined to Arabidopsis; work on rice we intend to pursue later.

### 2.2 Altered hypocotyl elongation in *Atdi19‐3* mutant seedlings grown in light and dark and in response to changes in temperature

To elucidate whether the interaction of AtDi19‐3 with AtIAA14 is physiologically relevant for auxin‐regulated responses, mutant of *AtDi19‐3* (SALK_072390) was obtained from ABRC. Following the standard procedure for SALK T‐DNA insertion lines, homozygous line for *Atdi19‐3* was identified and the insertion site was mapped near the 3' end of the fifth exon of the coding sequence (Figure S2a). The transcript level of At*Di19‐3* was considerably reduced in *Atdi19‐3* homozygous line as revealed by real time‐quantitative PCR (RT‐qPCR) (Figure S2b). In addition, we constitutively expressed *AtDi19‐3* in wild‐type Col‐0, as well as complemented *Atdi19‐3* mutant with *AtDi19‐3* and *OsDi19‐5* genes from Arabidopsis and rice, respectively. The *AtDi19‐3* transcript accumulation in *Atdi19‐3/35S:AtDi19‐3* complimented lines was almost same as in the wild‐type, whereas the overexpression lines, *35S:AtDi19* (L2 and L5), showed significant increase in transcript level compared to the wild‐type plants (Figure S2b).

Seedlings/plants were grown in white light (50–60 µmol m^−2^ s^−1^) for comparative phenotypic analysis. The rosette size of 14‐day‐old plants of *Atdi19‐3* mutant was smaller in comparison to plants of the wild‐type and the complemented lines; however, in overexpression lines the rosette was somewhat larger in size (Figure 2a). The fully mature *Atdi19‐3* plants were also short in height (Figure S2c). The phenotypic differences were more apparent in young *Atdi19‐3* seedlings grown in white light. The hypocotyl length was shorter than the wild‐type, whereas the complemented lines had hypocotyl length similar to the wild‐type (Figure 2b); however, *35S:Di19* (lines L2 & L5) seedlings showed slight increase in hypocotyl length (Figure 2b). The cotyledon size was also relatively smaller in *Atdi19‐3* seedlings (Figure 2c). The epidermal cell size of *Atdi19‐3* mutant seedling hypocotyls was also smaller than the wild‐type. The cell size of complemented lines as well as overexpressing lines was more or less similar to the wild‐type (Figure 2d,e; Figure S4a).

**FIGURE 2:**
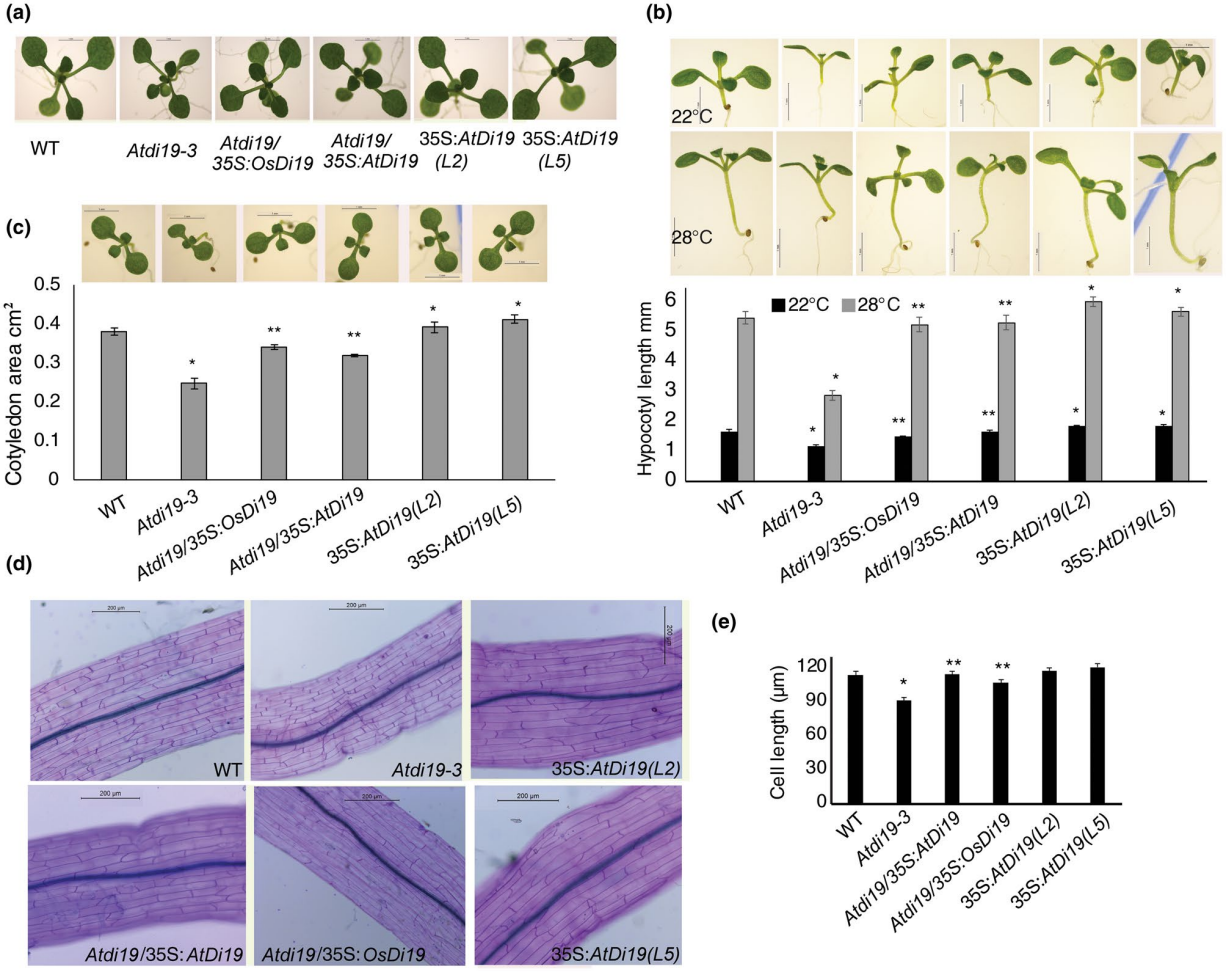
Comparative phenotypic analysis of Arabidopsis *di19‐3* mutant and wild‐type seedlings grown under light conditions. (a) Phenotype of 14‐day‐old seedlings (top view); (b) Phenotype of 7‐day‐old light grown seedlings depicting the effect of temperature (at 22 and 28°C) on hypocotyl elongation growth; (c) cotyledon area. Mean value ± SE of three independent experiments with 20 seedlings in each set was plotted. (d and e) Hypocotyl epidermal cells of 7‐day‐old light grown seedlings. Mean value (±SE) of three different experiments was plotted. One‐way ANOVA was performed followed by Student's *t* test (both at *p* < .05) for estimation of statistical significance (*wild‐type vs. mutant/overexpressing lines; **mutant vs. complementation lines)

When grown at higher temperature in light, the wild‐type seedlings were more responsive to temperature‐induced hypocotyl elongation in comparison to the *Atdi19‐3* mutant seedlings (Figure 2b); the hypocotyls of the wild‐type seedlings were longer when grown at 28°C instead of 22°C. However, the *Atdi19‐3* mutant seedlings also showed increase in hypocotyl length at 28°C but to a lesser extent than the wild‐type. The 3‐day‐old dark grown seedlings of *Atdi19‐3* mutant were taller than the wild‐type (Figure 3a,b), whereas the hypocotyl of overexpressing lines was somewhat shorter than the wild‐type. Interestingly, when the growth of wild‐type and mutant seedlings was monitored over a period of 7 days in dark, the 3‐day‐old mutant seedlings initially showed elongated hypocotyl as compared to the wild‐type seedlings but eventually the wild‐type seedlings surpassed the growth of *Atdi19‐3* mutant seedlings and developed longer hypocotyls (Figure 3a,b). After 60 hr of germination in dark, it was observed that the apical hook in mutant seedlings is relatively open, whereas the apical hook is still maintained tightly in the wild‐type seedlings (Figure 3c). These observations indicate that *AtDi19‐3* plays an important role in at least some of the auxin‐mediated responses in Arabidopsis.

**FIGURE 3:**
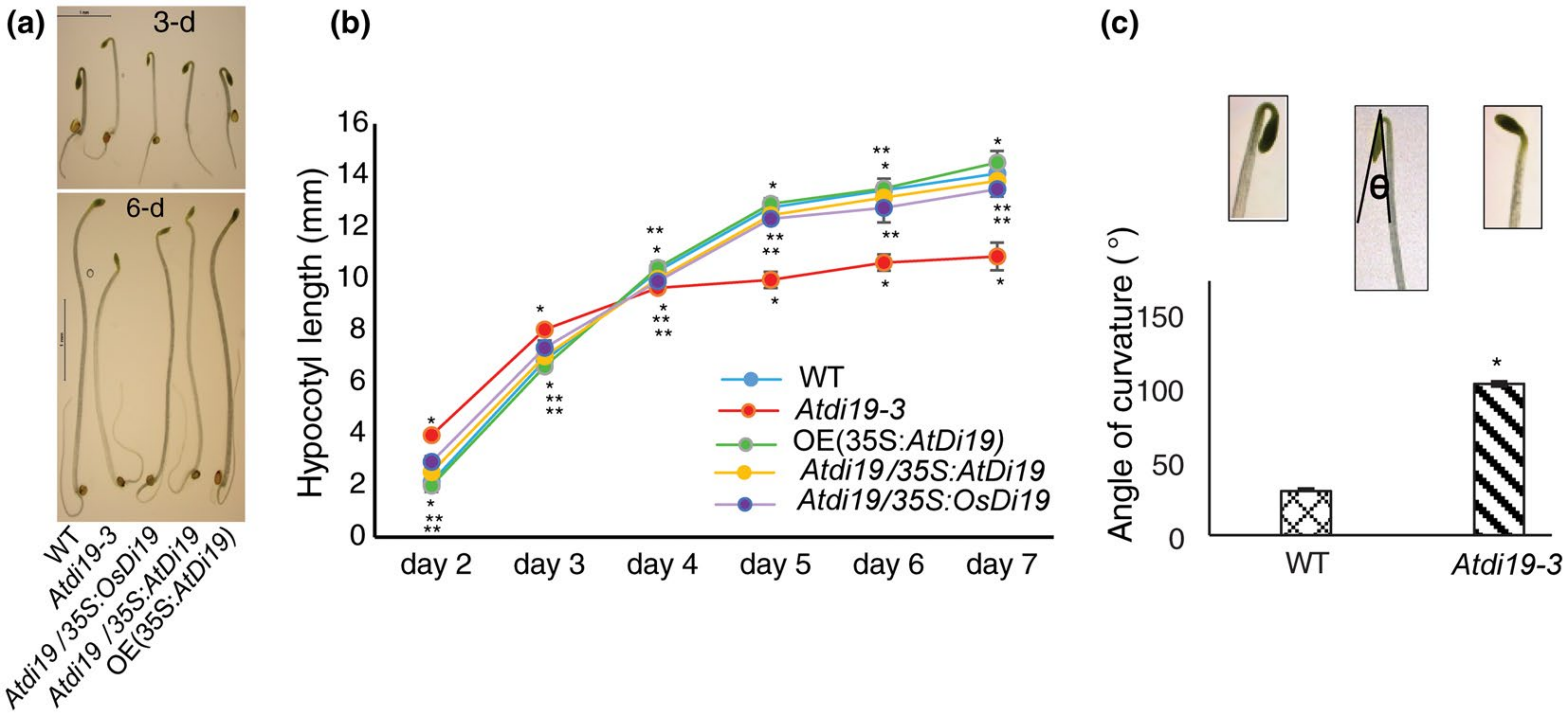
Phenotypic comparison of Arabidopsis *di19* mutant seedlings grown in dark. (a) Phenotype of dark grown seedlings of WT, *Atdi19‐3* mutant, mutant complemented with *OsDi19* and *AtDi19*, and *AtDi19* overexpression line L2. (b) Hypocotyl length of Arabidopsis seedlings, as listed in (a), grown in dark up to 7 days. Mean value ± SE of three independent experiments with 20 seedlings in each set was plotted. (c) Apical hook angle of etiolated seedlings of both the mutant and the wild‐type measured after 60 hr of growth in dark. Mean value ± SE of three independent experiments with 20 seedlings in each set was plotted. One‐way ANOVA was performed followed by Student's *t* test (both at *p* < .05) for estimation of statistical significance. (*wild‐type vs. mutant/overexpressing lines; **mutant versus. complementation lines)

### 2.3 Higher IAA content in *AtDi19‐3* mutant seedlings

It has been reported earlier that auxin plays a role in seed germination (Liu et al., 2007, 2013; Wang et al., 2016). In the *Atdi19‐3* mutant, seed germination was also faster as compared to the wild‐type (Figure 4a). The role of auxin in germination of *AtDi19‐3* mutant seeds was further analyzed by imbibing the seeds in the presence of auxin transport inhibitors. There was a decline in the germination rate for both the wild‐type and *AtDi19‐3* mutant seeds but the effect of auxin transport inhibitors, NOA and TIBA, on the suppression of seed germination was significantly greater in the mutant than the wild‐type (Figure 4b). Furthermore, we observed higher transcript levels of gene encoding auxin influx transporter, *AUX1* in *Atdi19‐3* dry seeds (Figure 4c).

**FIGURE 4:**
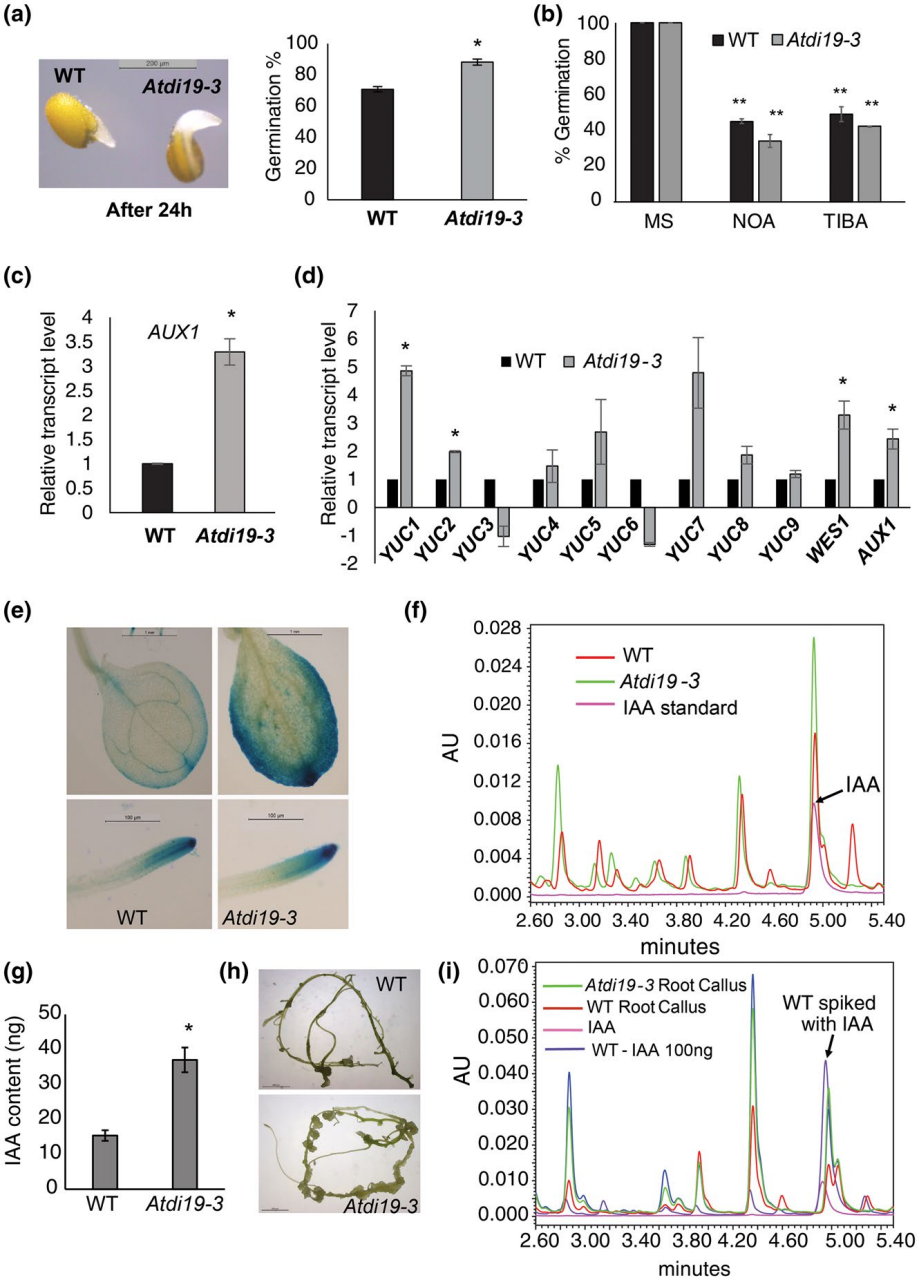
Seed germination assay, differential expression of genes associated with auxin signaling in *Atdi19‐3* mutant and estimation of IAA in wild‐type and *Atdi19‐3* mutant plants. (a) Seed germination in the wild‐type and *Atdi19‐3* mutant on 1/2 MS; (b) Seed germination in the wild‐type and the *Atdi19‐3* mutant in the presence of auxin transport inhibitor NOA (25 µM) and TIBA (25 µM). Germination rate was normalized to that of wild‐type and mutant seeds under untreated conditions. Mean value ± SE of three independent experiments having 30 seeds in each was plotted. One‐way ANOVA was performed followed by Student's *t* test (both at *p* < .05) for estimation of statistical significance (*wild‐type versus. mutant, **untreated vs. treated). (c) *AUX1* transcript levels in dry seeds estimated by RT‐qPCR; (d) Relative transcript levels of *YUCCA* genes in 10‐day‐old light grown seedlings analyzed by RT‐qPCR. Error bars indicates standard error (±SE). One‐way ANOVA showed significant statistical difference; *represents *p* < .05. (e) GUS activity in 10‐day‐old seedlings of *DR5::GUS/Adi19‐3* lines. Note higher expression of DR5::GUS reporter activity in cotyledon and root in seedlings harboring *DR5::GUS* in *Atdi19‐3* mutant background (right panel). Left panel shows GUS induction in *DR5::GUS/*Col‐0 line. (f) Chromatogram of the extract from 2‐week‐old Arabidopsis seedlings as resolved by UPLC (for details, see protocol described in Materials and Methods section). (g) Free IAA content in Arabidopsis seedlings as measured by UPLC. Mean value ± SE of three independent experiments was plotted. One‐way ANOVA was performed followed by Student's *t* test (both at *p < .05) for estimation of statistical significance. (h) Root explants of 2‐week‐old seedlings kept on callus induction medium. (i) Chromatogram showing free IAA content in callusing mutant root explants as measured by UPLC. RT‐qPCR, real time‐quantitative PCR

To find out whether the auxin‐associated phenotypes displayed by *Atdi19‐3* mutant seedlings are due to any change in auxin levels, we adopted a two‐pronged approach. First, auxin‐responsive reporter *DR5::GUS* was introduced into the *Atdi19‐3* mutant background (see Materials and Methods). Enhanced DR5::GUS activity was observed in the cotyledons and roots of the 10‐day‐old *Atdi19‐3* seedlings in comparison to the wild‐type (Figure 4e; Figure S5a–c). Hence, we quantified IAA in 2‐week‐old light grown Arabidopsis seedlings using UPLC. The UPLC data revealed that the IAA level in *Atdi19‐3* seedlings is more than two‐fold higher than in the wild‐type seedlings (Figure 4f,g).

To examine the sensitivity of explants from *Atdi19‐3* plants toward auxin, wild‐type and mutant seeds were grown in light for 2 weeks, and root explants excised and grown on 1/2 MS medium supplemented with 2,4‐D and kinetin. *Atdi19‐3* mutant root explants formed profuse callus in comparison to the wild‐type root explants (Figure 4h). This result indicated that either the mutant has high auxin content or increased sensitivity to auxin in the root explants. Thus, IAA level in the callusing root tissue was also measured and it was indeed higher in the *Atdi19‐3* callusing root tissue than that in the wild‐type (Figure 4i).

Keeping in view that *Atdi19‐3* mutant seedlings have higher auxin content, the transcript levels of some known auxin responsive genes were quantified by RT‐qPCR. The transcript levels of *AUX*, *WES1*, and some *YUCCA* genes were significantly higher in *Atdi19‐3* mutant seedlings as compared to the wild‐type (Figure 4d), although we did not find any significant change in transcript levels of *PIN2*, *AXR2*, *AXR3*, *ARF7*, and *ARF10* genes (Figure S5e).

### 2.4 Control of LR number by *AtDi19‐3*

The antagonistic effect of auxin on growth of primary root and LRs has been documented earlier (Overvoorde, Fukaki, & Beeckman, 2010; Stepanova et al., 2007; Swarup et al., 2007). In the present study, *Atdi19‐3* mutant seedlings showed increased sensitivity to auxin in primary root growth inhibition assay (Figure 5a–c, Figure S5d). The *Atdi19‐3* mutant seedlings when grown in the presence of 2,4‐D for 3 days showed enhanced inhibition of primary root growth as compared to the wild‐type (Figure 5a,b). Even when grown in 1/2 MS medium for 5 days and then transferred to IAA containing medium, the extent of root growth inhibition by IAA was greater in the *Atdi19‐3* mutant seedlings (Figure 5c; Figure S5d).

**FIGURE 5:**
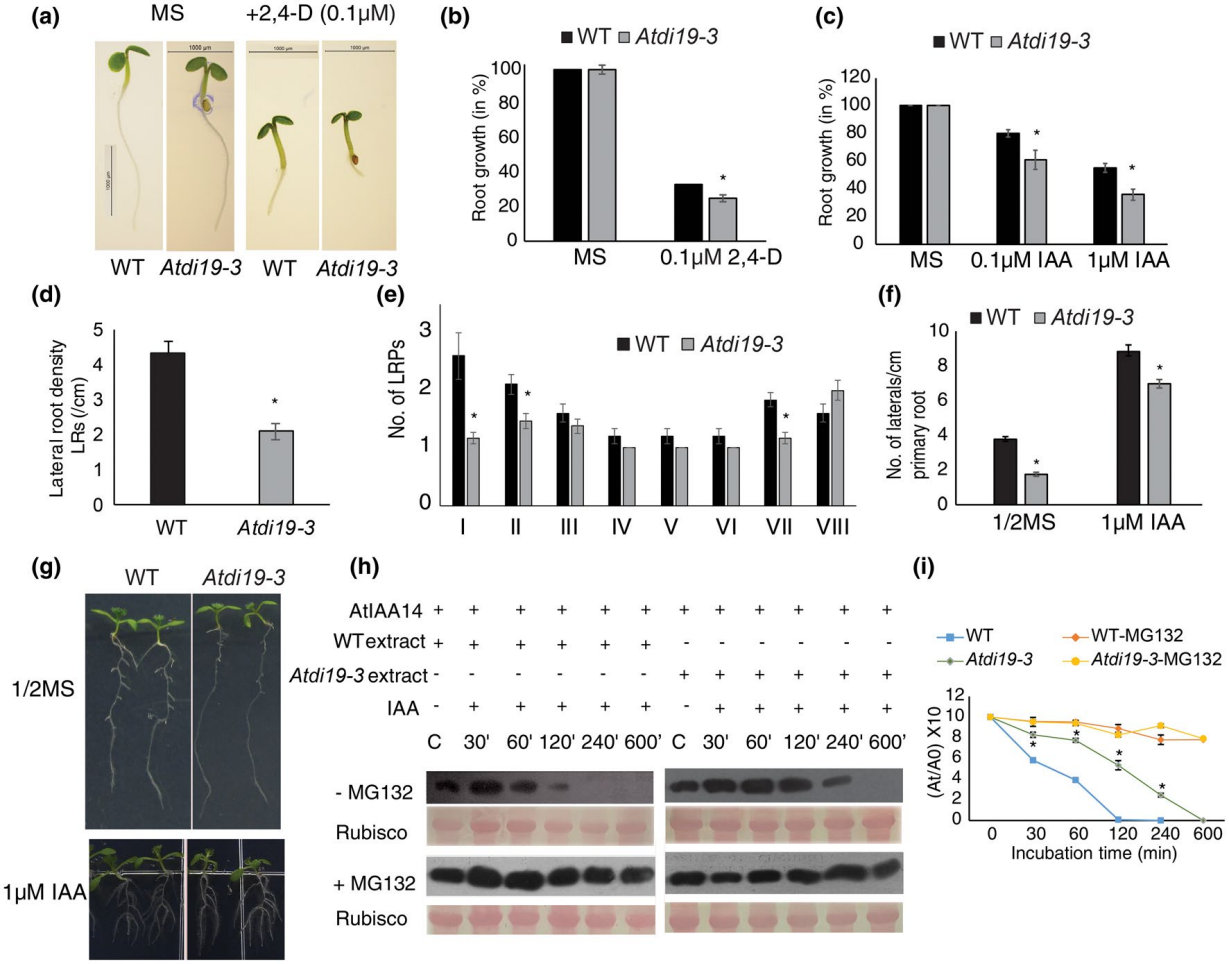
Phenotypic analysis of primary and lateral roots of wild‐type and *Atdi19‐3* mutant plants. (a and b) Root growth of 3‐day‐old seedlings grown on a medium containing 0.1 µM 2,4‐D. Growth was normalized to that of control seedlings grown in the absence of 2,4‐D. Mean value ± SE of three independent experiments having 20 seedlings in each was plotted. (c) Root growth of 5‐day‐old Arabidopsis seedlings transferred to media containing IAA for 3 days. Percentage growth in primary root after IAA treatment was calculated taking the growth of primary root on MS medium as reference. Mean value ± SE of three independent experiments having 20 seedlings in each was plotted. (d and e) Overall lateral root density and staging of lateral root development (from stage I to VIII) in 7‐day‐old *Atdi19‐3* and wild‐type seedlings. Mean value ± SE of three independent experiments having 10 seedlings in each was plotted. Statistical significance (*) tested by Student's *t* test (*p* < .05). (f and g) Lateral root (LR) density in seedlings grown on 1/2 MS media for 2 weeks. Wild‐type and mutant seedlings were grown for 3 days and transferred to 1 µM IAA containing medium for 10 days and the LR density calculated. Mean value ± SE of three independent experiments having 20 seedlings in each was plotted. (h and i) In vitro protein degradation of 6xHis‐AtIAA14 monitored over a period of 600 min using protein extracts from 2‐week‐old seedlings (of both wild‐type and the *Atdi19‐3* mutant) and quantified using imageJ software. The same experiment was carried out in the presence of 50 µM MG132 (protease inhibitor complex) showing that the degradation is indeed 26S proteasome mediated. Mean (±SE) of three independent experiments was plotted. Ponceau stain of the PVDF membrane showing equal loading. One‐way ANOVA was performed followed by Student's *t* test (both at *p* < .05) for estimation of statistical significance (*wild‐type vs. mutant)

When both wild‐type and *Atdi19‐3* seedlings were grown on 1/2 MS medium for 14 days in light, the LR density and number of LR primordia (LRPs) in the mutant seedlings were relatively less (Figure 5d,e). But when the wild‐type and *Atdi19‐3* mutants were subjected to IAA treatment, the number of LRs was found to be higher in both the wild‐type and mutant seedlings (Figure 5f,g), indicating responsiveness of mutant seedlings to exogenous IAA for the emergence of LRs. The LR staging of *Atdi19‐3* showed significant decrease in the number of Stage I and Stage II LRPs compared to wild‐type indicating that the initial stages of LR development are affected significantly in *Atdi19‐3* mutant seedlings (Figure 5d,e; Figure S9). We did not find any significant difference in LR density in the overexpression lines *35S:AtDi19* (L2 and L5) when compared with the wild‐type (Figure S4b).

Our initial study gave an indication of interaction of OsIAA13 with OsDi19‐5 in rice. According to an earlier report on rice gain‐of‐function mutant, *Osiaa13*, the mutant plants displayed auxin‐related phenotype, like reduced LR formation (Kitomi, Inahashi, Takehisa, Sato, & Inukai, 2012). *Osiaa13* has single amino acid mutation in domain II resulting in stabilized OsIAA13 protein, causing reduced LR formation. Phylogenetic analysis has revealed that rice *OsIAA13* and Arabidopsis *AtIAA7*, *AtIAA14*, and *AtIAA16* belong to the same clade (Figure S3). In Arabidopsis, the LR formation is regulated by different Aux/IAA‐ARF modules; one such module represented by SLR/IAA14‐ARF7‐ARF19 has a role in LR initiation and hence LR formation (Fukaki, Tameda, Masuda, & Tasaka, 2002; Goh, Kasahara, Mimura, Kamiya, & Fukaki, 2012; Vanneste et al., 2005). The present study has revealed that AtIAA14 interacts with AtDi19‐3 and *Atdi19‐3* mutants are also compromised in LR density.

According to a study performed on the dynamics of LR development (Guseman et al., 2015), the rate of auxin‐induced IAA14 degradation quantitatively determines the LR development; LR density is directly correlated to the rate at which IAA14 degradation occurs. To assess the turnover rate of AtIAA14 in the *Atdi19‐3* mutant seedlings, we expressed AtIAA14 in *E. coli* BL21 (RIL) cells and purified the protein. The degradation rate of recombinant AtIAA14 was ascertained in the presence of protein extract from 2‐week old wild‐type and *Atdi19‐3* mutant seedlings over a period of 600 min (Figure 5h,i). The rate of AtIAA14 degradation when incubated with protein extract from the mutant seedlings was somewhat slower as compared to the protein extract from the wild‐type seedlings, although it eventually degrades completely when incubated for longer duration. In the above assay, the degradation of AtIAA14 was abolished in the presence of MG132, a proteasome inhibitor (Figure 5h,i), indicating that this degradation is mediated by the 26S proteasome.

To ascertain the behavior of *Atdi19‐3* mutant in the presence of stabilized *mIAA14‐GFP* driven by the *pIAA14* promoter (*pIAA14::mIAA14‐GFP),* we crossed *Atdi19‐3* mutant with Arabidopsis transgenic lines expressing *pIAA14::mIAA14‐GFP* (Figure 6; Figure S6a,b) and raised stable homozygous F3 lines. The LR density in *Atdi19‐3* transgenic lines was further repressed in the presence of stabilized mIAA14‐GFP in comparison to *Atdi19‐3* plants (Figure 6a). When subjected to NAA treatment, the roots of *Atdi19‐3* and *Atdi19‐3* expressing *pIAA14::mIAA14‐GFP* showed LR formation, but *Atdi19‐3* plants showed relatively more LR formation and profuse root hair formation (Figure 6a–c; Figure S6c). The LR density in both wild‐type and *Atdi19‐3* expressing *pIAA14::mIAA14‐GFP* was not significantly different, however, both showed significant difference in LR density in the presence of NAA. The mIAA14‐GFP signal was also detected in the nuclei of both the epidermal and stele cells in roots of both wild‐type and *Atdi19‐3* genetic background (Figure 6d). The GFP signal was less prevalent in cells toward the tip of the root in *Atdi19‐3* seedlings in comparison to the wild‐type, although GFP signal was comparable in the cells of the upper part of the root, away from the root tip (Figure 6d; Figure S6d). Notably, the root tips in *Atdi19‐3* seedlings also showed higher auxin level (Figure 4e). Thus, reduced LR density in the presence of stabilized mIAA14 in *Atdi19‐3* or a delayed degradation of IAA14 in *Atdi19‐3*, both indicate that in all probability, AtDi19‐3 acts as a positive regulator of auxin signaling.

**FIGURE 6:**
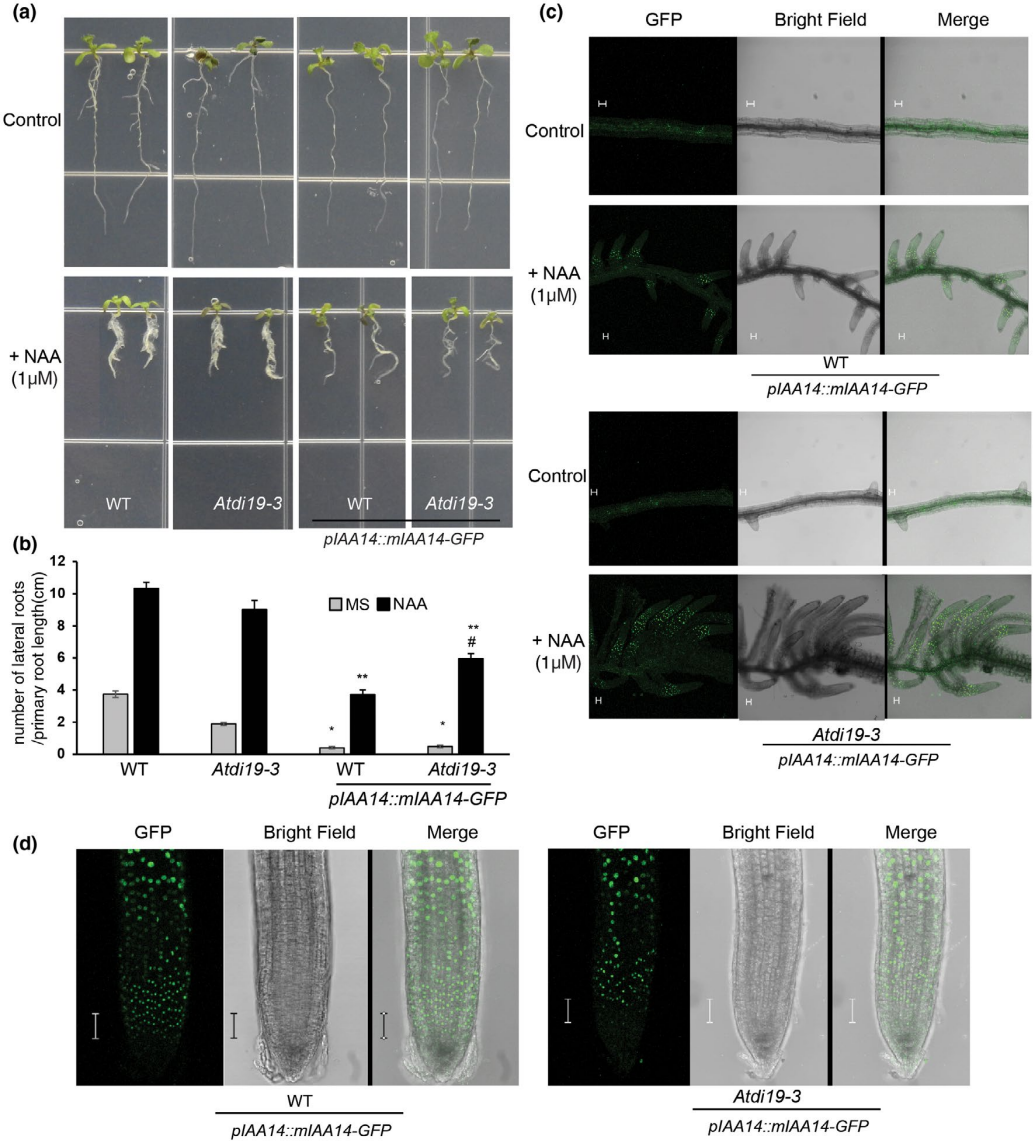
Lateral root formation in *Atdi19‐3* mutant expressing *pIAA14::mIAA14‐GFP*. (a and b) LR density in *Atdi19‐3* mutant and *pIAA14::mIAA14‐GFP* expressing *Atdi19‐3* mutant. Four‐day‐old seedlings were transferred to medium with or without 1µM NAA, and incubated for 72 hr. Mean value ( ± SE) of three independent experiments having 20 seedlings in each was plotted. One‐way ANOVA was performed followed by Student's *t* test (both at *p* < .05) for estimation of statistical significance *represents *p* < .05 (control *di19‐3* vs. control WT or *di19‐3* expressing *mIAA14‐GFP*), **represents *p* < .05 (treated *di19‐3* vs. treated WT or *di19‐3* expressing *mIAA14‐GFP*), ^#^represents *p* < .05 (treated WT with *mIAA14‐GFP* vs. treated *di19‐3* with *mIAA14‐GFP*); (c) Formation of lateral roots in 5‐day‐old wild‐type and *Atdi19‐3* seedlings expressing *pIAA14::mIAA14‐GFP* grown on media with or without NAA; scale‐50 µm. (d) Images of root tip of 5‐day‐old wild‐type and *Atdi19‐3* seedlings expressing *pIAA14::mIAA14‐GFP;* scale‐50 µm. LR, lateral root

### 2.5 Differential expression of auxin, ethylene, and stress‐associated genes in *Atdi19‐3* and congruous stress response of *slr* mutant

Transcriptome analysis of 10‐day‐old *Atdi19‐3* mutant and wild‐type seedlings under control conditions using microarray showed that the differentially expressed genes (DEGs) were enriched in KEGG pathways such as proteasome, photosynthesis, glyoxylate metabolism, and superoxide radical degradation (File S2 and File S3). 

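Whole seedlings of the wild type and of the Atdi19-3 mutant, grown for 10 days at 22 °C under 16 h light and 8 h dark, were compared on Affymetrix ATH1 arrays, with 2 arrays per genotype. Total RNA (500 ng) was labelled with biotin by in vitro transcription from the 3' end, so that probes lying far from the 3' end of a transcript depend on how long the labelled RNA is. The authors processed the arrays with GCRMA in R 3.4.0, as the submitters' processing notes name them, and deposited 1 background-corrected, normalized log2 value per probe set and array. No probe set is named for AtDi19-3 itself in the sources used here, so the disrupted gene could not be used to check the labels. After 64 control probe sets were set aside, 22746 probe sets were compared between the genotypes with limma on the deposited values, and those with a Benjamini-Hochberg adjusted p under 0.05 were called. Of these, 855 were called, 718 higher and 137 lower in Atdi19-3. Quantile normalization of the deposited values changed this split to 268 higher and 157 lower. Without the first or the second wild-type array most calls were lower, but small. Their median size in log2 was 0.26 and 0.31, against 1.19 for the calls on all 4 arrays. Without either Atdi19-3 array limma called no probe set, so a call lost in those fits says nothing about a single gene. The sample labels call the arrays of a genotype biological replicates, and with 2 of them per genotype the precision is limited.
The arrays of the 2 genotypes also differed in their control probe sets. This difference splits the 4 arrays as the genotype does. A technical share in the changes below therefore cannot be told apart from an effect of the mutation. All 18 probe sets for the hybridization spike-ins, bacterial and phage transcripts added to each array in a fixed mixture, were lower on the Atdi19-3 arrays, with array medians of 9.69 and 9.41 in the wild type and 5.92 and 6.20 in Atdi19-3. The 5' probe set for ubiquitin read 3.04 and 3.41 on the wild-type arrays and 7.34 and 7.45 on the Atdi19-3 arrays, whereas its 3' probe set read 7.45 and 7.50 against 7.94 and 8.17. The share of probe sets with a value over 4 was 7.10% and 8.34% on the wild-type arrays and 14.1% and 13.5% on the Atdi19-3 arrays. Pearson's correlation across probe sets, which are not independent replicates, was 0.930 between the wild-type arrays, 0.989 between the Atdi19-3 arrays and 0.831 to 0.855 between genotypes.

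**Figure D1:**
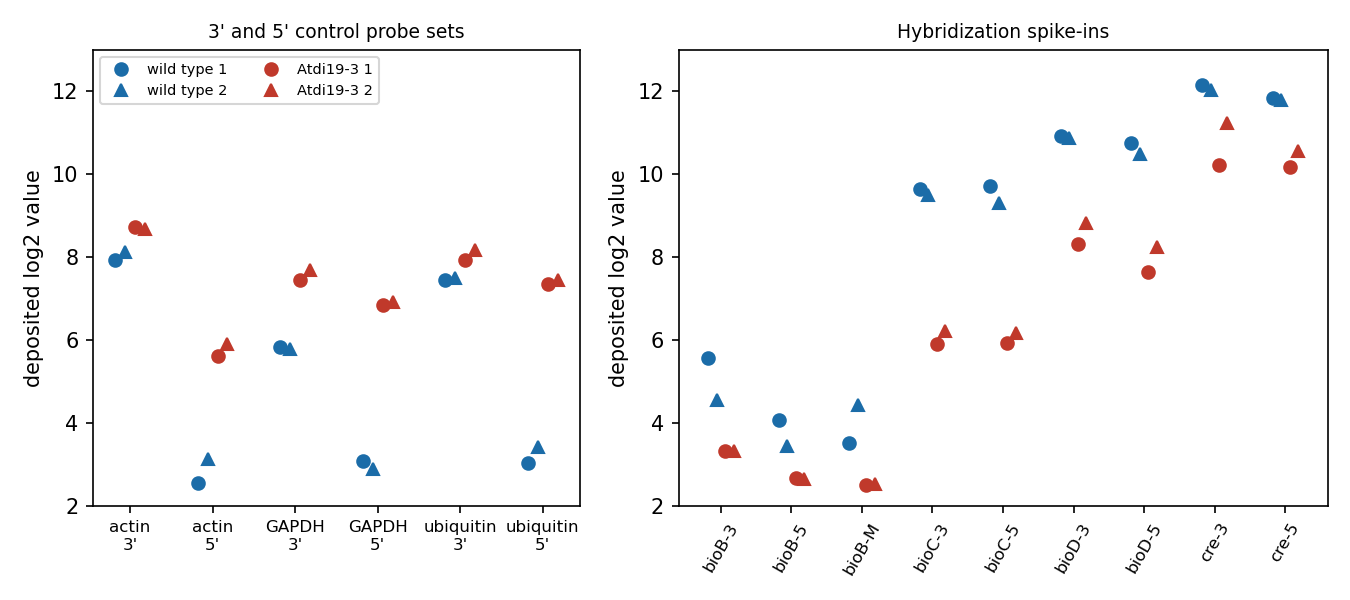
Deposited log2 values (vertical axes) of the newer control probe sets on the 4 arrays, with 1 point per array, blue for the wild type and red for Atdi19-3. At left are the 3' and 5' probe sets of actin, GAPDH and ubiquitin, whose 5' values lie at 2.55 to 3.41 on the wild-type arrays and at 5.62 to 7.45 on the Atdi19-3 arrays. At right are 9 hybridization spike-in probe sets, each lower on both Atdi19-3 arrays.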

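Genes of photosynthesis, photorespiration and the detoxification of superoxide were among those called higher in Atdi19-3. Of 3 light-harvesting antenna genes named by the platform annotation, 2 were called higher. They encode the antenna proteins LHCB4.1 (AT5G01530), with a log2 fold change of 3.58 (standard error 0.10, adjusted p = 0.024 from limma), and LHCB4.2 (AT3G08940), with 4.51 (standard error 0.04, adjusted p = 0.010). The third, LHCB4.3 (AT2G40100), was lower, with -0.66 (adjusted p = 0.086, and lower when adjusted over the list alone). The antenna list as a whole had a median log2 fold change of 3.58 and was not called by camera (adjusted p = 0.062). Among the subunits of the photosystems, PSBQ2 (AT4G05180), of the oxygen-evolving complex, rose at least 48.5-fold (adjusted p = 0.0043), from 3.83 on both wild-type arrays to 9.45 and 9.41. Identical values on the wild-type arrays can be the floor of that probe set, so the fold is given as a lower bound. PSBQ2 is named only through File S2, whose rows held here were all selected for being higher in the mutant. The 4 subunits named by the platform annotation were not called, and among them PSAN had a log2 fold change of 0.82 (adjusted p = 0.054), PSBY (AT1G67740) of 1.47 (adjusted p = 0.089) and PSBW (AT2G30570) of -0.43 (adjusted p = 0.15). LHCB4.3 and PSBW were chosen after their values were seen. Both stayed below 0 after quantile normalization (-1.46 and -0.91). Spike-in centring brought them to 2.83 and 3.06, but it moves all probe sets alike by 3.49 and decides nothing about them. Of 4 Calvin cycle genes named by the platform annotation 0 were called higher (3 when adjusted over the list alone), and this list was shifted up by camera with a median of 1.35 (adjusted p = 0.011). Of 10 further members named only through File S2, 5 were called higher. With an estimated correlation the adjusted p of the 4 was 0.29.
In glyoxylate metabolism and photorespiration 1 of 3 genes named by the platform annotation was called, as were 5 of 9 named only through File S2. GLYK (AT1G80380), the glycerate kinase of photorespiration, was 2.30-fold higher (adjusted p = 0.020), and the list had a median log2 fold change of 1.2 (camera adjusted p = 0.018, and adjusted p = 0.33 with an estimated correlation). Of 9 subunits of the 26S proteasome, the complex that degrades ubiquitinated proteins, that the platform annotation names, 0 were called by limma over all probe sets or adjusted over the list alone. Of 19 further subunits named only through File S2, 1 was called higher, PAD2 (AT5G66140, chosen after its values were seen), with 0.85 (standard error 0.03, adjusted p = 0.027). All 9 of the former had values above 0, with RPN12A (AT1G64520) at 0.95 (adjusted p = 0.089) and a list median of 0.52 (camera adjusted p = 0.0019, and adjusted p = 0.33 with an estimated correlation). Quantile normalization brought the proteasome median to 0.07 (camera adjusted p = 0.83) and that of the Calvin cycle to 0.53 (camera adjusted p = 0.83), and GLYK from 1.2 (standard error 0.02) to 0.60 (standard error 0.06, adjusted p = 0.091). After it limma still called LHCB4.1 (3.00, adjusted p = 0.034), LHCB4.2 (3.94, adjusted p = 0.018), PSBQ2 (4.99, adjusted p = 0.030) and PAD2 (0.45, adjusted p = 0.030). LHCB4.1 and the glyoxylate list (camera adjusted p = 0.11 and 0.15) were not called without either wild-type array, and no probe set was called without either Atdi19-3 array. On the same arrays the 3' minus 5' difference of the GAPDH control probe sets was 2.76 and 2.89 in the wild type and 0.58 and 0.78 in Atdi19-3.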

In consonance with an earlier report claiming that Di19 acts as a transcriptional regulator of pathogenesis‐related (PR) genes in Arabidopsis (Liu et al., 2013), we found *PR1* (*PATHOGENESIS‐RELATED GENE 1*) expression was downregulated in *Atdi19‐3* seedlings (Figure 7a). Gene ontology (GO) analysis showed that the DEGs in *Atdi19‐3* were enriched for biological process terms, such as response to salt stress, glycolytic process and water transport, and molecular function terms like mRNA binding, copper ion binding, structural constituent of ribosome and protein binding (Figure 7b, Figure S11). 

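Of the enzymes of cytosolic glycolysis, few passed the test on their own. The 6 genes named by the platform annotation had log2 fold changes above 0, with a median of 1.16, and 1 of them was called over all probe sets (4 when adjusted over the list alone). The called gene, PFPB1 (AT1G12000), a subunit of the pyrophosphate-dependent phosphofructokinase, changed little, with a log2 fold change of 0.39 (standard error 0.01, adjusted p = 0.028 from limma). Camera placed the list above the other genes (adjusted p = 0.0019), and with an estimated correlation the adjusted p was 0.27. Quantile normalization reduced the median to 0.62 (camera adjusted p = 0.15) and PFPB1 to 0.10 (adjusted p = 0.13). Of the 10 aquaporins, the membrane channels of water transport, that have a named probe set, each is named only through File S2, whose rows held here were selected for being higher in the mutant. Their direction is therefore no independent evidence, and they entered no test of the list. Their log2 fold changes ran from 0.90 to 3.77, and 4 were called higher. Terms for the structural constituents of the ribosome and for mRNA binding were not analysed here. The actin control probe sets of these arrays had a 3' minus 5' difference of 5.39 and 5.01 in the wild type and of 3.12 and 2.76 in Atdi19-3 for the newer pair, and of 4.56 and 4.56 against 4.71 and 4.62 for the older pair, the 1 of 6 control pairs that did not narrow.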

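Antioxidant enzymes showed the largest differences among the stress genes named for Figure 7a. CSD2 (AT2G28190), a chloroplast copper/zinc superoxide dismutase, was 19.4-fold higher in Atdi19-3, at 7.38 ± 0.11 (SD, n = 2 arrays) against 3.1 ± 0.13 in the wild type (limma adjusted p = 0.022). CAT3 (AT1G20620), a catalase that removes hydrogen peroxide, was 27.7-fold higher, at 8.90 ± 0.05 against 4.11 ± 0.29 (limma adjusted p = 0.030). SAPX (AT4G08390), an ascorbate peroxidase, was at least 2.91-fold higher (adjusted p = 0.026), a lower bound because its wild-type values of 2.85 and 2.90 lie near the floor of 2.49. SAPX was the 1 called gene among 4 oxidative stress enzymes named by the platform annotation (3 when adjusted over the list alone). The list had a median log2 fold change of 1.11 (camera adjusted p = 0.0019, and adjusted p = 0.27 with an estimated correlation). FSD2 has no named probe set in the sources used here.
Of the dehydration genes, FBS1 (AT1G61340) was called, at 4.12 ± 0.04 against 3.07 ± 0.05 (SD, n = 2; limma adjusted p = 0.031). ERD3 (AT4G19120) had a log2 fold change of 2.16 (standard error 0.17, adjusted p = 0.057) and SZF1 (AT3G55980), a zinc finger protein, of 3.85 (standard error 0.43, adjusted p = 0.087), and neither passed the test. The SZF1 values of the wild-type arrays were 3.53 and 4.49, and those of the Atdi19-3 arrays 7.88 and 7.83. The auxin signaling repressors IAA9 (AT5G65670) and IAA8 (AT2G22670) had log2 fold changes of 2.57 (adjusted p = 0.054) and 1.56 (adjusted p = 0.054) and were not called either. At the thresholds of Figure 7, with an unadjusted p of 0.0025, 0.0060, 0.0023 and 0.0023, ERD3, SZF1, IAA9 and IAA8 passed. Both Atdi19-3 arrays lay above both wild-type arrays for all 8 genes with values here. Of all tested probe sets 39.0% separated in either direction (6486 higher, 2376 lower), and chance gives this in 33.3% of groups of 2. Apart from SAPX, which was shown as a called member, these genes are named only through File S2. Its rows held here were selected for being higher in the mutant, so the separation of the 8 is no independent evidence. Quantile normalization left CAT3 with a log2 fold change of 4.12 (standard error 0.31, adjusted p = 0.064), from 4.79 (standard error 0.18), a call that ended through the wider spread as well as the smaller change. It left FBS1 with 0.63 (standard error 0.04, adjusted p = 0.053), from 1.05 (standard error 0.04), and the list of oxidative stress enzymes with a median of 0.62 (camera adjusted p = 0.69). CSD2 (3.74, limma adjusted p = 0.040) and SAPX (1.16, limma adjusted p = 0.034) were still called after it. FBS1 and SAPX were not called without either wild-type array. Without either Atdi19-3 array no probe set was called, so those fits say nothing about a single gene. The older ubiquitin control probe sets had a 3' minus 5' difference of 3.67 and 4.18 in the wild type and of 1.4 and 0.67 in Atdi19-3. This splits the arrays as the genotype does, so a technical share in these changes cannot be told apart from the mutation.

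**Figure D2:**
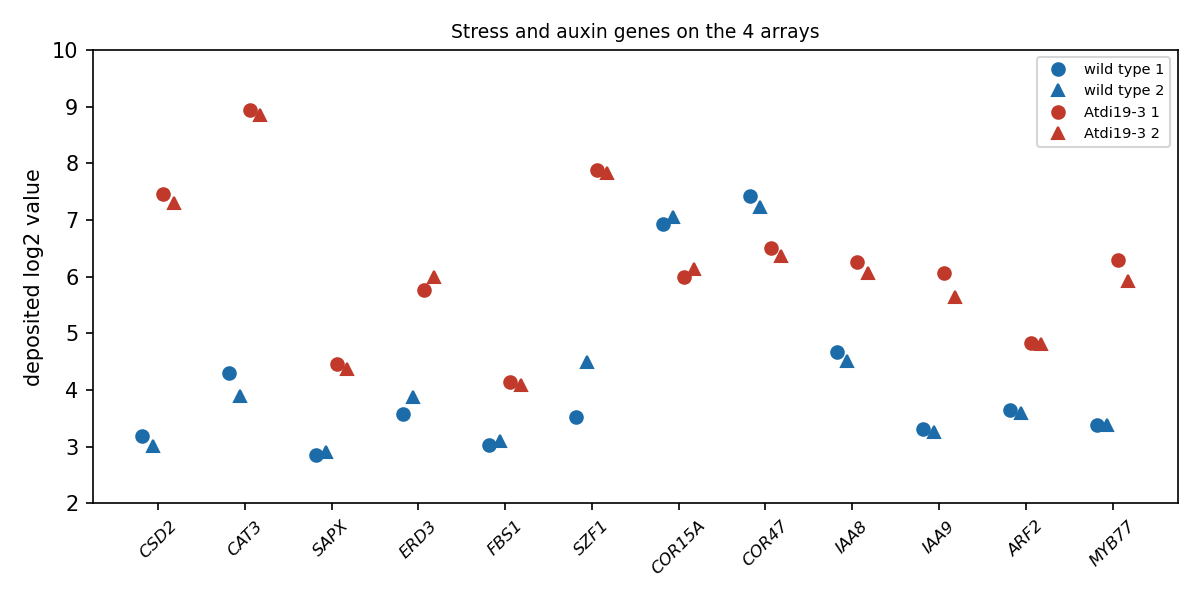
Deposited log2 values (vertical axis) of 12 stress and auxin genes on the 4 arrays, with 1 point per array, blue for the wild type and red for Atdi19-3. Both Atdi19-3 arrays lie above both wild-type arrays for 10 genes and below them for the cold- and ABA-responsive COR15A and COR47. Centring on the hybridization spike-ins moves all probe sets alike by 3.49 and brings these 2 genes to 2.56 and 2.61. It thus decides nothing about them.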

Genes associated with either oxidative stress response (*CSD2*, *CAT3*, *FSD2*), dehydration stress (*ERD3*, *FBS1*, *SZF1*) or auxin signaling (*IAA9* and *IAA8*) were upregulated in *Atdi19‐3* mutant seedlings (Figure 7a). We also observed perturbation in the expression of genes associated with IAA biosynthesis and homeostasis involving pathway components like indole‐3‐acetamide, Indole‐3‐acetonitrile, indole‐3‐acetaldoxime, and indole‐3‐acetylalanine (Figure 7c, File S2 and File S3). 

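Few genes of IAA biosynthesis and homeostasis were measured above the floor of the arrays under a name. Of 8 such genes named by the platform annotation, 0 were called by limma, also when adjusted over the list alone, and the list had a median log2 fold change of -0.03 (camera adjusted p = 0.36). The flavin monooxygenases YUC2 (AT4G13260), YUC4 (AT5G11320) and YUC6 (AT5G25620), which make IAA from indole-3-pyruvate, lay between 2.50 and 2.79 on every array, near the lowest value of 2.49, so a difference between the genotypes was not detectable for them. GH3.5 (AT4G27260) and GH3.3 (AT2G23170), which conjugate IAA to amino acids, had log2 fold changes of at least 0.37 (adjusted p = 0.58) and of -0.67 or more in size (adjusted p = 0.58), with arrays of the lower genotype near the floor. GH3.6 (AT5G54510), of the same family and named only through File S2, had at least 0.64 (adjusted p = 0.069), with both wild-type arrays at 2.94, a value that can be its floor. AMI1, CYP71A13 and ILL5 have no named probe set in the sources used here.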

Recently, glucosinolate breakdown products have also been implicated in the root development, their levels being regulated by Aux/IAA proteins under drought stress in Arabidopsis (Katz et al., 2015; Salehin et al., 2019). 

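Genes of the branch from tryptophan to indole glucosinolates had higher values in Atdi19-3, and none of those named here passed the test over all probe sets. CYP83B1 (AT4G31500), which oxidizes indole-3-acetaldoxime, had a log2 fold change of 2.04 (standard error 0.51, adjusted p = 0.24 from limma), with wild-type arrays at 3.35 and 4.49 and Atdi19-3 arrays at 5.95 and 5.97. It met the thresholds of Figure 7 (unadjusted p = 0.040). SUR1 (AT2G20610), the C-S lyase of the next steps, had at least 0.85 (adjusted p = 0.14), with both wild-type arrays at 2.95, a value that can be its floor. UGT74B1 (AT1G24100), the glucosyltransferase that acts on the thiohydroximate, had 0.78 (standard error 0.19, adjusted p = 0.23). BCAT4 (AT3G19710), of the methionine-derived glucosinolates, had 1.61 (standard error 0.37, adjusted p = 0.21). UGT74B1 and BCAT4, the 2 members named by the platform annotation, were both called higher when adjusted over the list alone. CYP83B1 and SUR1 are named only through File S2, whose rows held here were selected for being higher in the mutant.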

In *Atdi19‐3* mutant seedlings, genes associated with the pathway involving indolylmethyl glucosinolate aglycone biosynthesis from tryptophan were upregulated (Figure 7c). Some of the genes associated with auxin biosynthesis and signaling, such as *NIT2*, *ILL5*, *IAA9*, *MYB77*, *ARF2*, whose expression were found to be altered in *Atdi19‐3* mutant seedlings in the microarray profile, were validated for their transcript levels by RT‐qPCR (Figure 7d). 

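Of these genes, MYB77 and ARF2 were called on the arrays, as was the probe set that File S2 assigns to both NIT2 and NIT1 (log2 fold change 3.80, limma adjusted p = 0.033). IAA9 had 2.57 (adjusted p = 0.054). MYB77 (AT3G50060), a transcription factor that acts with auxin response factors, was 6.62-fold higher in Atdi19-3, at 6.11 ± 0.26 (SD, n = 2 arrays) against 3.38 ± 0.003 in the wild type (limma adjusted p = 0.043). ARF2 (AT5G62000), an auxin response factor, was 2.30-fold higher, at 4.82 ± 0.01 against 3.62 ± 0.05 (limma adjusted p = 0.023). Quantile normalization left log2 fold changes of 2.01 for MYB77 (adjusted p = 0.069) and 0.43 for ARF2 (adjusted p = 0.19). MYB77 was not called without the first or the second wild-type array. Without either Atdi19-3 array no probe set was called, so those fits say nothing about a single gene. Apart from ARF2 and the nitrilase probe set, the genes of the auxin sheet of File S2 with a named probe set were not called. Among them the auxin influx carrier AUX1 (AT2G38120) had a log2 fold change of at least 1.21 (adjusted p = 0.50), with wild-type arrays at 2.51 and 3.62 and values of 0.66 and 1.77 without the first and the second of them, the receptor TIR1 (AT3G62980) at least 0.92 (adjusted p = 0.16) and the efflux carrier PIN4 (AT2G01420) at least 0.81 (adjusted p = 0.20), since wild-type arrays lie at or near the floor for all 3. The study chose these genes on the same arrays, so their direction is not independent evidence. The RT-qPCR of Figure 7d was not analysed here.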

The transcriptome analyses thus provides support to *AtDi19‐3* function in auxin‐mediated responses as well as greater insight into its role under stress as *Atdi19‐3* mutant shows higher drought‐tolerance and reduced ABA sensitivity (Figure S7; present study; Qin et al., 2014).

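Genes of the dehydration and ABA response did not all move the same way. Of 3 genes of the dehydration and ABA response named by the platform annotation, 0 were called over all probe sets and 3 were lower when adjusted over the list alone. These are the cold- and ABA-responsive COR15A (AT2G42540), with a log2 fold change of -0.93 (standard error 0.09, adjusted p = 0.072), COR15B (AT2G42530, chosen after its values were seen), with -1.05 (adjusted p = 0.26), and COR47 (AT1G20440), with -0.88 (standard error 0.10, adjusted p = 0.092). Camera placed these 3 genes below the other genes (adjusted p = 0.0023, and 0.27 with an estimated correlation), a call lost without the first (adjusted p = 0.15) or the second (adjusted p = 0.18) wild-type array. With spike-in centring their median was 2.56, but this setting moves all probe sets alike by 3.49 and decides nothing about these 3. The 7 members named only through File S2, whose rows held here were selected for being higher in the mutant, had log2 fold changes of 1.05 to 3.85, and 3 were called higher. Of 7 Aux/IAA genes named by the platform annotation 0 were called by limma. All but IAA18 (AT1G51950), with 0.43 (adjusted p = 0.42), lay between 2.50 and 2.68 on every array, near the floor of 2.49, so that no difference was detectable for them. Of 5 Di19 family members named by the platform annotation, 0 were called. Di19-1 (AT1G56280) had a log2 fold change of 2.63 (standard error 0.20, adjusted p = 0.056). On these arrays the median change of the 18 spike-in probe sets was -2.06. The shift of 3.49 comes from the array medians of the spike-ins, a different measure. From the stress and auxin genes that it lists as altered, together with the drought tolerance and ABA response of the mutant, the paper concludes that the transcriptome supports a function of AtDi19-3 in auxin-mediated responses and gives insight into its role under stress.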

**FIGURE 7:**
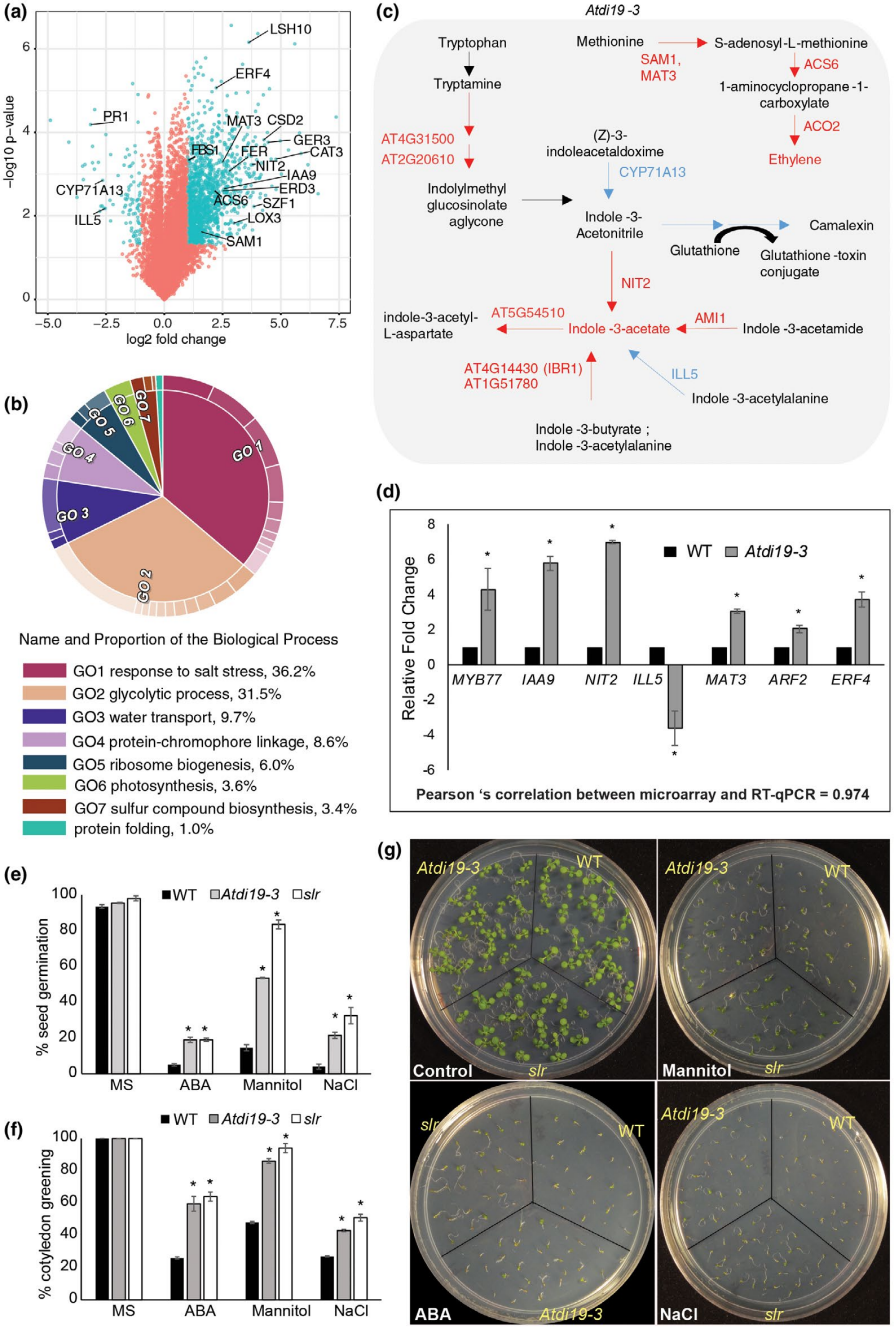
Differential expression of ethylene and stress‐associated genes in *Atdi19‐3* and congruous response of *slr* and *Atdi19‐3* mutant seedlings to abiotic stress. Microarray‐based transcriptome analysis showing differentially expressed genes (fold change >2 or <−2, *p*‐value ≤ .05) in *Atdi19‐3* vs. wild‐type seedlings. (a) Plot showing 721 DEGs in *Atdi19‐3* versus wild‐type (blue dots; Log_2_ fold change >1 or <−1, *p*‐value ≤ .05). Some genes including those identified in pathway analysis have been highlighted. (b) Gene ontology enrichment analysis of differentially expressed genes in microarray experiment; see Figure S11 for detailed analysis. (c) Schematic representation of metabolic pathways enriched among differentially expressed genes in *Atdi19‐3* versus wild‐type. Gene names are colored according to their expression level (red for up and blue for downregulated). (d) Validation by RT‐qPCR for selected differentially expressed genes associated with auxin and ethylene pathways identified through microarray analysis. Error bars indicate standard error (±SE). One‐way ANOVA showed significant statistical difference; *represents *p* < .05. (e) Germination of *Atdi19‐3*, *slr,* and wild‐type seeds were monitored for a period of 7 days on 150 mM NaCl or 300 mM mannitol or 2 µM ABA containing 1/2 MS media. The plot shows seed germination (in %) on day 3 as mean ± SE of three independent experiments with 30 seeds in each. (f and g) Cotyledon assay performed on *Atdi19‐3* and *slr* mutants with respect to wild‐type seedlings. Three‐day‐old seedlings were transferred to 150 mM NaCl or 300 mM mannitol or 2 µM ABA containing 1/2 MS media and were grown for 10 days. (f) Mean values for green cotyledons on 13th day was plotted with error bars ± SE of three independent experiment with 20 seedlings each. (g) Representative picture showing growth of above mentioned seedlings on day 13 under different media compositions. One‐way ANOVA was performed (*p* < .05) followed by Student's *t* test (*p* < .05). *wild‐type versus mutant. DEGs, differentially expressed genes; RT‐qPCR, real time‐quantitative PCR

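At the thresholds of this legend, a log2 fold change over 1 or below -1 and an unadjusted p of 0.05 or less, limma counted 1524 probe sets, 1441 higher and 83 lower in Atdi19-3. Of these, 479 also had an adjusted p under 0.05, 454 of them higher. Quantile normalization gave 624 higher and 380 lower, and without the first Atdi19-3 array the count was 963. Among the called probe sets named with a single gene, the largest increase was that of AT2G25510, from 2.62 and 2.87 on the wild-type arrays to 10.1 on both Atdi19-3 arrays, a log2 fold change of at least 7.37 (adjusted p = 0.016). The plastid-encoded ATP synthase subunit gene atpB followed with 5.87 (standard error 0.20, adjusted p = 0.027). The plastid-encoded petB, of the cytochrome b6f complex, had 4.58, the germin-like GER3 (AT5G20630) 4.45, the triose phosphate translocator APE2 (AT5G46110) 4.42 and the alpha-tubulin TUA6 (AT4G14960) 4.30. GER3, APE2 and LSH10 are named only through File S2, whose rows held here can add increases and no decreases to this ranking. LSH10 (AT2G42610), which the paper names, was at least 12.4-fold higher (adjusted p = 0.0043). The largest decreases were those of the plant defensin PDF1.2B (AT2G26020), with a log2 fold change of -4.89 (standard error 0.08, adjusted p = 0.018), of AT3G48640 with -4.10 and of AT1G05340 with -2.99. AT1G65490 (-2.30), AT1G56060 (-1.98), AT1G49500 (-1.59), the plastid-encoded rps4 (-1.44), AT2G46600 (-1.36), AT2G15960 (-1.34) and AT5G52760 (-1.24) were also called lower. The wild-type values of AT2G25510 and LSH10 and the Atdi19-3 values of PDF1.2B and AT3G48640 lie between 2.58 and 2.98, near the floor of 2.49, so these differences are lower bounds in size. Spike-in centring brought the decreases other than those of PDF1.2B and AT3G48640 above 0. It moves all probe sets alike by 3.49, so this decides nothing about them. GER3, TUA6, AT1G56060 and rps4 were not called without either wild-type array, nor were petB and AT3G48640 without the first, and no call held without either Atdi19-3 array. The 25S rRNA control probe set read 2.54 and 3.02 in the wild type and 5.22 and 5.62 in Atdi19-3.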

Lateral root development is a key morphogenic response that links auxin with salt or osmotic stress as LR production under salt stress is reduced in auxin‐related mutants like *axr1*, *axr4*, and *aux1* (see Sharma et al., 2015). Since Di19 protein is known to be associated with stress response and the present study identified its interaction with IAA14, it was prudent to find out how the *slr‐1/iaa14* (*slr*) mutant seedlings respond to abiotic stress conditions. Gain‐of‐function *slr‐1/iaa14* mutant has a stabilized IAA14 protein and completely lacks LRs (Fukaki et al., 2002). The *slr* mutant seedlings showed reduced hypocotyl length, cotyledon size, like *Atdi19‐3* mutants, when compared to wild‐type seedlings, although they lack any LR formation unlike *Atdi19‐3* seedlings (Figure S10). Moreover, *slr* mutant seedlings have small leaves and hypocotyl showed altered cell elongation profile, as reported by Fukaki et al. (2002). The *slr* and *Atdi19‐3* seeds showed comparable germination percentage in media containing ABA, mannitol, and NaCl (Figure 7e). Cotyledon greening assay in *slr* mutant under different stress conditions was also performed and its response was essentially comparable to that of *Atdi19‐3* seedlings (Figure 7f,g). Thus, the data presented above suggest that both AtDi19‐3 and AtIAA14 play a role in abiotic stress response.

### 2.6 Impaired apical hook development in *Atdi19‐3* mutant is indicative of altered hormone response

In the transcriptome analysis described above, the expression of genes (*SAM1*, *MAT3*, *ACS6*, and *ACO2*) involved in ethylene biosynthesis from its precursor methionine was upregulated in *Atdi19‐3* mutant (Figure 7a,c). 

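MAT3 and ACS6, enzymes of the pathway from methionine to ethylene, were called higher in Atdi19-3. MAT3 (AT2G36880), a methionine adenosyltransferase, was 5.72-fold higher, at 6.00 ± 0.06 (SD, n = 2 arrays) against 3.48 ± 0.15 in the wild type (limma adjusted p = 0.031). ACS6 (AT4G11280), an ACC synthase, was 5.56-fold higher, at 6.66 ± 0.01 against 4.18 ± 0.25 (limma adjusted p = 0.046). SAM1 (AT1G02500), an S-adenosylmethionine synthetase, had a log2 fold change of 1.61 (standard error 0.32, adjusted p = 0.18), which did not pass the test but met the thresholds of Figure 7 (unadjusted p = 0.024). MTO3 (AT3G17390), a further S-adenosylmethionine synthetase chosen after its values were seen, was called, with 1.95 (standard error 0.08, adjusted p = 0.032), and not after quantile normalization (1.29, adjusted p = 0.077). MAT3 (1.78, limma adjusted p = 0.043) and ACS6 (1.60, limma adjusted p = 0.042) were still called after it. MAT3, ACS6, SAM1 and MTO3 are named only through File S2, whose rows held here were selected for being higher in the mutant. Without either Atdi19-3 array no probe set was called, so those fits say nothing about these genes. The older GAPDH control probe sets had a 3' minus 5' difference of 3.96 and 5.15 in the wild type and of 2.39 and 2.54 in Atdi19-3. Such differences split the arrays as the genotype does, so a technical share in these increases cannot be told apart from the mutation.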

Their transcript levels along with those involved in ethylene signaling response (ETR2, ERF1, and ERF4) were validated by RT‐qPCR wherein the transcript levels of most of these genes were found to be more than two‐fold higher in *Atdi19‐3* mutant as compared to the wild‐type (Figures 7d and 8a).

**FIGURE 8:**
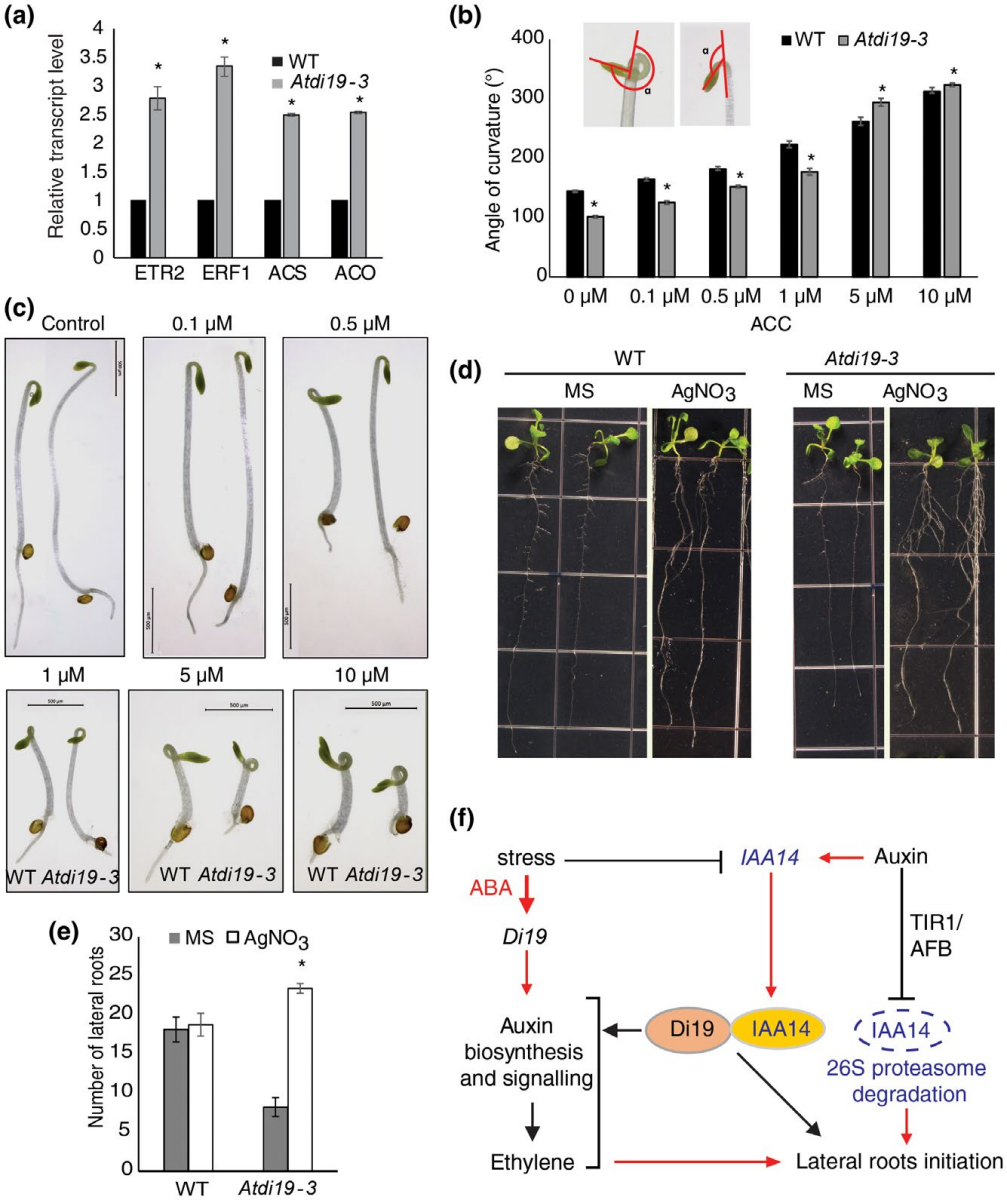
Role of Di19‐3 in ethylene signaling and proposed model for interactive effect of IAA14 and Di19‐3 in auxin signaling. (a) Relative transcript level of ethylene‐associated genes *ETR2*, *ERF1*, *ACS*, and *ACO* in *Atdi19‐3* and wild‐type seedlings. Error bars indicate standard error (±SE). One‐way ANOVA showed statistical significance; *represents *p* < .05. (b and c) Wild‐type and *Atdi19‐3* seedlings grown in the presence of different concentrations of ACC for 3 days in dark. The triple response is distinctly visible in both wild‐type and mutant seedlings; however, the *Atdi19‐3* seedlings are hypersensitive at higher concentrations of ACC. Histogram showing angle of curvature of the apical hook in etiolated seedlings of both the mutant and the wild‐type measured after 3 days. Data represent mean value ± SE of three independent experiments with 20 seedlings in each set. One‐way ANOVA was performed followed by Student's *t* test (both at *p* < .05) for estimation of statistical significance (*wild‐type versus mutant). (d) Seedlings of wild‐type and *Atdi19‐3* mutant grown vertically for 5 days in light and transferred to 10 µM AgNO_3_ containing medium for additional 5 days. (e) Number of LRs measured after 10‐day growth. Data represent Mean ± SE of three independent experiments with 20 seedlings each. One‐way ANOVA was performed followed by Student's *t* test (both at *p* < .05) for estimation of statistical significance; *represents control versus treated. (f) Schematic representation of the hypothesized mechanism. This representation shows the involvement of Di19‐3 in auxin signaling and its role in interaction between auxin and ethylene pathways under drought stress. The expression of *Di19‐3* is induced upon drought stress and ABA. Under drought stress, the expression of *IAA14* is downregulated in Arabidopsis (Shani et al., 2017). Furthermore, IAA14 physically interacts with Di19‐3 and its degradation is delayed in *Atdi19‐3* in the presence of auxin. Physiologically, Di19‐3 may promote stress response such as lateral roots initiation by interacting with IAA14. Several genes whose expression is altered in *Atdi19‐3* seedlings indicate the involvement of Di19‐3 in stress response, auxin, and ethylene biosynthesis as well as signaling pathways (see text for details)

The interactive effect of ethylene and auxin in manifestation of various developmental processes, like maintaining apical hook and root development in the young dark grown seedlings is well known. These observations led us to assess the effect of ethylene on *Atdi19‐3* mutant seedlings. Ethylene has a major role to play in the maintenance of apical hook in dark. However, 3‐day‐old dark grown seedlings of *Atdi19‐3* displayed not so prominent apical hook. In order to examine the effect of ethylene on apical hook formation, both wild‐type and *Atdi19‐3* mutant seeds were germinated and allowed to grow in the presence of ethylene precursor ACC in dark. Although at lower ACC concentration the response of *Atdi19‐3* was not striking, the *Atdi19‐3* mutant seedlings showed hypersensitivity to ACC at higher ACC concentrations (Figure 8b,c). Normally, the hypocotyls of 3‐day‐old dark grown *Atdi19‐3* mutant seedlings were longer and slender as compared to wild‐type seedlings but in the presence of 5 and 10 µM ACC, the inhibition in hypocotyl growth and apical hook tightening was quite remarkable in the *Atdi19‐3* mutant in comparison to wild‐type seedlings.

The phenotype of ethylene signaling and biosynthesis mutants is well documented (Negi et al., 2008; Stepanova et al., 2007; Swarup et al., 2007; Wang, Li, & Ecker, 2002). We examined the behavior of seedlings in the presence of ethylene antagonist, AgNO_3_ (Negi et al., 2008). In response to AgNO_3,_ the *Atdi19‐3* mutant seedlings showed considerable increase in the number of LRs, whereas wild‐type seedlings showed slight, although statistically insignificant increase in the number of LRs (Figure 8d,e); as stated earlier too, the number of emerged LRs in mutant seedlings was less when grown on basal 1/2 MS medium. Since AgNO_3_ also inhibits aquaporins, increased LR number in *Atdi19‐3* upon aquaporin inhibition can partly explain the resistant behavior of *Atdi19‐3* mutant under water deficit conditions (Figure S7; present study). These observations presented above are indicative of alteration in hormonal interaction that is manifested eventually in the altered phenotypic behavior of the *Atdi19‐3* mutant.

## 3 DISCUSSION

Involvement of Cys2/His2 (C2H2) zinc finger transcription factor family in regulating the plant's response to abiotic and biotic stress has been reported previously (Huang et al., 2009; Kim et al., 2001; Mukhopadhyay, Vij, & Tyagi, 2004; Sakamoto et al., 2004; Xu, Wang, & Chen, 2007). Di19 has atypical ZZ‐type zinc finger motif that has the potential for protein–protein interaction (Kang, Chong, & Ni, 2005) and contains putative nuclear localization signals (NLS). The expression of *Di19* genes is induced upon dehydration and high salinity stress (Milla et al., 2006; Wang et al., 2014). *AtDi19‐1* and *AtDi19‐3* transcript levels increased in Arabidopsis plants subjected to dehydration stress, whereas those of *AtDi19‐2* and *AtDi19‐4* were upregulated by high salinity stress (Liu et al., 2013; Qin et al., 2014). In rice, *OsDi19‐3* and *OsDi19‐4* were induced both by salt stress and dehydration (Wang et al., 2014). In contrast, *AtIAA14* was also found to be downregulated by DREB and AP2 class of TFs under desiccation stress (Shani et al., 2017). In addition, *PR1*, *PR2*, and *PR5* expression is modulated by AtDi19‐1 on dehydration stress (Liu et al., 2013); drought stress induces the expression of At*Di19‐1* that in turn leads to enhanced expression of *PR* genes. In the present study too, *PR1* was downregulated in *Atdi19‐3* mutant (Figure 7a). Moreover, Di19 interacts with Ca^+2^‐dependent protein kinase that is a prerequisite for its trans‐activity (Milla et al., 2006; Rodriguez Milla et al., 2006). Studies have shown that it is the phosphorylated form of Di19 that plays a role in high salinity stress and ABA signaling (Qin et al., 2014, 2016; Wang et al., 2014; Wang, Yu, Xu, Zhu, & Huang, 2016). It has also been reported that *AtDi19‐3* may be involved in drought and salt stress response in ABA‐dependent pathway (Qin et al., 2014). We also observed *Atdi19‐3* mutant to be less sensitive to ABA‐mediated inhibition of seed germination (Figure S7). The young seedlings of *IAA14* mutant (*slr*) also behaved in a manner similar to *Atdi19‐3* seedlings under different abiotic stress conditions (Figure 7e–g). In an earlier study, it has been shown that the overexpression of cotton *GhDi19‐1* and *GhDi19‐2* genes in Arabidopsis confers hyper‐sensitivity to high salinity and ABA (Li et al., 2010). In rice, however, although the overexpression of *OsDi19‐4* conferred drought tolerance to plants but these transgenic plants were hypersensitive to ABA (Wang et al., 2014, 2016).

The Di19 family members are also involved in pathways other than those associated with stress response. For example, the expression of *AtDi19‐7,* also called *HRB1*, is regulated by light (Kang et al., 2005). In the present study, Arabidopsis *Atdi19‐3* mutant seedlings developed short hypocotyls when grown in light. However, when grown in dark, the hypocotyl elongation of *Atdi19‐3* mutant seedlings was more than that of the wild‐type till 3‐day stage of seedling development but the growth was virtually arrested thereafter and that of the wild‐type seedlings was sustained at least for the duration of the experiment. As a result, the 7‐day‐old wild‐type seedlings were much taller than the *Atdi19‐3* mutant seedlings. It has been shown that when IAA is supplied exogenously to the wild‐type seedlings grown in light, hypocotyl growth is reduced. It has been postulated that auxin level in the hypocotyl of wild‐type seedlings is optimal for its elongation and any additional auxin is inhibitory (Collett, Harberd, & Leyser, 2000). Faster seed germination in *Atdi19‐3* could partly explain the faster hypocotyl growth observed initially for 3 days, however, virtual decline in *Atdi19‐3* hypocotyl elongation growth thereafter, as compared to wild‐type, also points toward some developmental changes occurring in the due course. When the growth of wild‐type and *Atdi19‐3* seedlings grown in light was compared, the hypocotyl length of the mutant was found to be shorter. The *Atdi19‐3* mutant plants are less responsive to temperature‐induced changes in hypocotyl elongation growth in comparison to the wild‐type plants. It has been previously reported that hypocotyl elongation at higher temperature is dependent on auxin. The seedlings of mutants of auxin receptor *tir1* are less responsive to temperature‐induced hypocotyl elongation (Gray, Ostin, Sandberg, Romano, & Estelle, 1998). The apical hook in 3‐day‐old etiolated *Atdi19‐3* seedlings was found to be loose as compared to the wild‐type. The hookless phenotype has been observed in auxin over‐accumulating mutants and also in mutants with altered auxin response (Abbas, Alabadí, & Blázquez, 2013). Auxin levels were indeed high in the callusing root explants derived from the *Atdi19‐3*. Moreover, the *DR5::GUS* harboring lines of *Atdi19‐3* seedlings also exhibited more *GUS* activity in the root tip.

In the present study, we also found that Arabidopsis Di19‐3 physically interacts with AtIAA14 and the degradation kinetics of AtIAA14 in *Atdi19‐3* mutant seedling extract is slowed down to some extent (Figure 1; Figure 5h,i). The degradation rate of Aux/IAAs is also influenced by the transcriptional complex between Aux/IAAs and ARFs (Guseman et al., 2015; Korasick et al., 2014). In Arabidopsis, SLR/IAA14‐ARF7‐ARF19 module is one such module that is involved in LR emergence and density (Lavenus et al., 2013; Okushima, Fukaki, Onoda, Theologis, & Tasaka, 2007). Multiple Aux/IAAs are co‐expressed during LR formation. Slow degradation rate of IAA14 may aid the other persistent protein(s) to compete for binding with TIR1‐auxin complex or ARFs (Guseman et al., 2015). Thus, we speculate that binding of IAA14 with Di19‐3 favors the SLR/IAA14‐ARF7‐ARF19 module that contributes to IAA14 degradation and eventually promotes LR formation, although it needs further experimental validation. In the absence of Di19‐3, IAA14 may face competition from other Aux/IAAs that in turn affects its degradation rate. Thus, the phenotype displayed by *Atdi19‐3* mutant seedlings, its response to auxin, and the interaction of Di19‐3 with AtIAA14, indicate that Di19‐3 plays a role in auxin‐mediated plant development.

Although, the root elongation in *Atdi19‐3* mutant seedlings was more strongly inhibited by 2,4‐D and IAA as compared to wild‐type (Figure 5a–c), however, the number of LRs in *Atdi19‐3* mutant seedlings was relatively less under control conditions (on basal medium, without any auxin supplementation). But when subjected to exogenous IAA treatment, LR formation was enhanced in both wild‐type and mutant seedlings (Figure 5d–g). It is worth mentioning here that IAA8, which is involved in LR formation (Arase et al., 2012), was upregulated in the *Atdi19‐3* mutant. Moreover, the root phenotype displayed by the seedlings could also be explained by the combined effect of ethylene and auxin (Figures 5 and 8). 

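The probe set of IAA8 read 4.68 and 4.52 on the wild-type arrays and 6.26 and 6.06 on the Atdi19-3 arrays, a 2.95-fold difference that missed the threshold over all probe sets. It was called when the arrays were centred on their median (adjusted p = 0.031), and quantile normalization left a log2 fold change of 0.65 (adjusted p = 0.24). Of 4 genes of lateral root initiation named by the platform annotation, 0 were called by limma, and their median log2 fold change was -0.10 (camera adjusted p = 0.29). PUCHI (AT5G18560) and the receptor kinase ACR4 (AT3G59420), both active in early lateral root primordia, lay at 2.49 to 2.81 on the 4 arrays, near the floor of the values.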

The *AUX1* gene expression is altered in the *Atdi19‐3* mutant seedlings (present study) and previous reports also suggest that AUX1 plays a critical role in ethylene regulated root development, thus linking auxin and ethylene signaling pathways for their possible role during root development. Ethylene promotes polar IAA transport through AUX1 resulting in negative effect of ethylene on LR formation (Negi et al., 2008). However, IAA can reverse the negative effect of ethylene on LR formation. Although both ethylene and auxin affect primary root elongation in a similar manner, but auxin and ethylene act antagonistically for LR development (Lewis et al., 2011; Negi et al., 2008). In Arabidopsis, SLR/IAA14‐ARF7‐ARF19 module plays a major role in LR emergence and density (Lavenus et al., 2013; Okushima et al., 2007). The gain‐of‐function mutation in *IAA14* (*slr‐1*) leads to complete loss of LR formation (Fukaki et al., 2002; Ito et al., 2016). In the present study also, we observed that the auxin responsiveness of *Atdi19‐3* transgenics expressing *pIAA14::mIAA14‐GFP* (stabilized mIAA14‐GFP protein) is compromised when compared with *Atdi19‐3* seedlings (Figure 6a–c; Figure S6c); expressing *pIAA14::mIAA14‐GFP* in *Atdi19‐3* mutant background resulted in increased repression of LR formation in comparison to *Atdi19‐3* (Figure 6). The expression of *mIAA14‐GFP* was detected more at the region away from the root tip and not at the root tip in *Atdi19‐3* (Figure 6d; Figure S6d). Although these observations do suggest involvement of Di19‐3 in Aux/IAA‐mediated auxin signaling pathway, whether there are other factors that facilitate this interaction remains to be elucidated.

Difference in auxin level between the wild‐type and *Atdi19‐3* mutant seedlings prompted us to find out which genes are probably responsible for elevated auxin content. 

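The probe set that File S2 assigns to both NIT2 (AT3G44300) and its neighbour NIT1 (AT3G44310), nitrilases that convert indole-3-acetonitrile to IAA, was called higher in Atdi19-3. It read 3.29 and 2.97 on the wild-type arrays and 7.02 and 6.83 on the Atdi19-3 arrays, a 13.9-fold difference (log2 fold change 3.80, standard error 0.17, limma adjusted p = 0.033). Its signal cannot be given to either nitrilase alone. The call was lost under quantile normalization (log2 fold change 3.22, limma adjusted p = 0.065) and without the first or the second wild-type array. Without either Atdi19-3 array no probe set was called, so those fits say nothing about this one. The log2 fold change stayed between 3.64 and 3.96 in the fits without 1 array.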

Microarray analysis showed that *NIT2* is upregulated in *Atdi19‐3* mutant by almost seven‐fold; it was also validated by RT‐qPCR (Figure 7c,d). Incidentally, NIT2 is involved in IAOX‐dependent auxin biosynthesis pathway, which is *Brassicaceae* species‐specific pathway among plants (Mano & Nemoto, 2012). *YUCCA* gene family encodes flavin monooxygenases that are key enzymes in auxin biosynthesis (Cheng, Dai, & Zhao, 2007; Zhao et al., 2001). The expression of some of the *YUCCA* genes in the *Atdi19‐3* mutant seedlings was indeed upregulated when checked using RT‐qPCR (Figure 4d). In many instances, expression of *YUCCA* genes has also been associated with drought tolerance in Arabidopsis (see Sharma et al., 2015). Among those responsible for auxin transport, as mentioned before, we found only *AUX1* coding for an auxin influx transporter to be upregulated by two‐ to three‐fold in *Atdi19‐3* mutant seeds as well as seedlings (Figure 4c,d). Recently, Wang et al. (2016) have shown that transgenic plants overexpressing *AUX1* have an enhanced rate of germination. However, this influence of auxin on seed germination is dose dependent. It may positively or negatively affect the rate of seed germination (Liu et al., 2007, 2013; Wang et al., 2016). Even low level of IAA has been reported to facilitate germination (He et al., 2012). *Atdi19‐3* mutant seeds showed faster germination as compared to wild‐type seeds (Figure 4a), which was significantly reduced in the presence of auxin transport inhibitors, TIBA and 1‐NOA (Figure 4b), substantiating the role of auxin in germination of *Atdi19‐3* seeds.

It has also been documented previously that auxin promotes ACC synthase activity, thus stimulating ethylene production (Hansen & Grossmann, 2000). 

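For ACC oxidase, which makes ethylene from ACC, the 1 member with a named probe set was ACO3 (AT1G12010). It lay at 2.54 to 2.70 on the 4 arrays, near the floor, with a log2 fold change of -0.08 (standard error 0.05, adjusted p = 0.58 from limma). ACC synthase was represented by ACS6, which read 4.01 and 4.36 on the wild-type arrays and 6.67 and 6.65 on the Atdi19-3 arrays. In ethylene signaling, the repressor ERF4 (AT3G15210) rose at least 4.69-fold (adjusted p = 0.010), a lower bound because its wild-type values were both 4.02 and can be the floor of that probe set. This call was lost under quantile normalization (log2 fold change 1.35, limma adjusted p = 0.065). Without either Atdi19-3 array no probe set was called, so those fits say nothing about ERF4. The transcription factor EIN3 (AT3G20770) had a log2 fold change of 0.82 (standard error 0.08, adjusted p = 0.071), and of -0.04 (adjusted p = 0.86) after quantile normalization. ACS6 and ERF4 are named only through File S2. ETR2 and ERF1 have no named probe set in the sources used here.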

In *Atdi19‐3*, among other genes for ethylene biosynthesis and signaling response, genes coding for ethylene biosynthetic enzymes ACC synthase and ACC oxidase were upregulated (Figures 7 and 8). The mutant showed sensitivity to ethylene in triple response assay and AgNO_3_, an ethylene inhibitor, caused profuse LR formation in the mutant seedlings (Figure 8d,e). These findings thus support the view that high IAA content influences the ethylene biosynthesis pathway and vice‐versa. Thus, Di19‐3 can be postulated as an important component in balancing the two pathways.

The present study indicates that drought stress‐induced Di19‐3 influences auxin as well as ethylene response pathways in Arabidopsis (Figure 8f). Di19‐3 promotes stress‐related responses, such as production of LRs, by interacting with IAA14, and possibly aids in further processing of auxin response signal through destabilizing the repressor proteins. Expressing stabilized mIAA14 in *Atdi19‐3* mutant background resulted in further reduction of LR formation in comparison to *Atdi19‐3* mutant which also corroborates that IAA14 and Di19‐3 most likely work in the same pathway. Since ethylene also inhibits the number of LRs and promotes seed germination, these phenotypes in *Atdi19‐3* mutant can also be partly attributed to the effect of ethylene. Although we did not focus on ethylene, the overlap between ethylene and auxin signaling is well known. Physiologically, Di19‐3 appears to regulate ethylene levels that are usually induced under stress and repression of the same allows auxin action to be de‐repressed as indicated by promotion of LRs by ethylene antagonist. More work of course needs to be done to decipher the molecular link between Di19‐3, auxin, and ethylene. However, from these observations it can be inferred that interaction of Drought‐induced 19 (Di19‐3) with IAA14 is important for auxin signaling leading to promotion of LRs and maintaining a balance in auxin level in the cellular milieu, which is necessary for plant growth and more so under stress conditions.

## 4 MATERIAL AND METHODS

### 4.1 Plant material, growth conditions, and genetic transformation

The T‐DNA insertion mutant of *At03g05700* (SALK_072390) was obtained from ABRC. Plants were grown in 1/2 MS medium with 1% (w/v) sucrose and 0.8% (w/v) agar in white light (50–60 µmol/m^2^ s^‐1^) under 16 hr light and 8 hr dark cycle, at 22 ± 1°C, after 72 hr of stratification at 4°C. For raising overexpression lines and complementation lines, *AtDi19‐3* and *OsDi19‐5* were cloned in *PMDC32* vector and transformed in wild‐type Col‐0 and *Atdi19‐3* mutant, respectively, using floral dip (Burman, Bhatnagar, & Khurana, 2018). *DR5::GUS/*Col‐0 lines were crossed with *Atdi19‐3* plants. F2 lines were screened for mutant phenotype and then analyzed for *GUS* induction using 5‐bromo‐4‐chloro‐3‐indolyl‐β‐D‐glucuronic acid (Sigma Aldrich) as substrate (Jefferson, 1987). F3 seeds were used for all physiological and molecular analyses. To introduce *pIAA14::mIAA14‐GFP in Atdi19‐3* mutant background, we crossed *Atdi19‐3* mutant with *pIAA14::mIAA14‐GFP* lines. F2 lines were screened for mutant phenotype showing GFP expression and T‐DNA insertion (Figure S6). For ACC treatment, seeds were allowed to grow in different concentrations of ACC (Sigma) for 3 days in dark. All the photographs were taken using a stereo microscope (Leica DFC295) and measurements were done using ImageJ software.

For root inhibition assay, seeds were allowed to germinate in 1/2 MS medium, supplemented with 0.1 µM 2,4‐D (Sigma) for 3 days in light and the primary root length was measured. In another set, 5‐day‐old light grown seedlings were transferred to specified concentrations of IAA containing medium and grown vertically for 3 days. For LRs, 3‐day‐old light grown seedlings were transferred to 1 µM IAA/NAA containing medium and grown for 10 days; following this, number of LRs was counted. For germination assay, seeds were plated on filter paper (spread in 90 mm plates) pre‐soaked in water, TIBA (Sigma) or NOA (Sigma) solution, stratified at 4°C for 72 hr, and then transferred to a growth room maintained at 22 ± 1°C before scoring for germination after defined duration. Radicle emergence was considered as the sign for seed germination.

Cotyledon greening assay was performed where 3‐day‐old wild‐type, *Atdi19‐3* and *slr* seedlings were transferred to 150 mM NaCl, 300 mM mannitol, and 2 µM ABA (Qin et al., 2014) and grown for 10 days. Germination percentage was also assessed in the presence of 150mM NaCl, 300mM mannitol, and 2 µM ABA over a period of 7 days.

### 4.2 Yeast Two‐Hybrid assay

For cDNA library screening, RNA was isolated from 3‐day‐old dark grown coleoptile tissue and cDNA library was made in pGADT7‐rec and transformed in Y187 strain following manufacturer's protocol (Clontech). OsIAA13 was cloned in pGBKT7 and checked for autoactivation (Figure S1a,b). The cells with bait plasmid were allowed to mate with the cDNA library transformed cells and plated on *SD*‐AHLW (+X‐ɑ‐Gal) plates for screening, following manufacturer's protocol (Matchmaker™ Gold yeast two‐hybrid System user manual, Clontech).

*AtDi19‐3* and *OsDi19‐5* clones were subcloned in *pGADT7* (Clontech), whereas *AtIAA14*, *AtIAA16*, and *OsIAA13* were cloned in *pGBKT* (Clontech). Individual constructs were checked for autoactivation prior to performing Y2H experiments (Figure S1a,b). The plasmids were co‐transformed in AH109 cells and selected on *SD*/‐LW media. Interaction between pAD‐GAL‐Di19 and pBD‐GAL‐IAA was analyzed by the expression of *HIS3* reporter gene and *MEL1* reporter gene.

### 4.3 Callus induction

Root explants were excised from 2‐week‐old light grown seedlings and kept in callus induction medium containing 0.25 µM 2,4‐D (Sigma) and 2 µM kinetin (Sigma) for one week (Laxmi, Paul, Raychaudhuri, Peters, & Khurana, 2006) under a daily cycle of 16 hr light and 8 hr dark, in a culture room maintained at 22 ± 1°C. Observations for callus induction were made periodically.

### 4.4 RNA isolation, RT‐qPCR, and microarray analysis

Total RNA was isolated from 10‐day‐old light grown seedlings using Trizol as described earlier (Jain, Nijhawan, Tyagi, & Khurana, 2006). Total RNA from dry seeds was isolated following protocol by Meng and Feldman (2010). One microgram of total RNA was used for cDNA synthesis using ABI High capacity cDNA synthesis kit following manufacturer's protocol. RT‐qPCR was performed using LightCycler^®^ 480 SYBR Green I Master (Roche) in the LightCycler^©^480II Real Time Machine (Roche). Three different control primer sets (*UBQ*, *ACT2*, *UBC*) were taken for relative expression analyses. The experiment was repeated three times taking three technical replicate each time. Mean and standard error were calculated from three different experiments. All the primers used for RT‐qPCR are listed in Table S2. The 10‐day‐old light grown seedlings were processed for microarray analysis. Microarray analysis was performed following Borah et al. (2017) and Sharma, Jain, and Khurana (2019).

### 4.5 Quantification of free IAA

One gram tissue, each of 10‐day‐old light grown wild‐type Col‐0 and *Atdi19‐3* mutant seedlings, was homogenized and IAA was extracted in the solvent containing methanol: isopropanol: glacial acetic acid (20:79:1) overnight at 4°C in dark (Müller & Munné‐Bosch, 2011). All the components were of HPLC grade. Extract was passed through C‐18 Sep‐Pak Cartridge (Waters). Eluates were evaporated at 4°C and reconstituted in 50 µl ammonium formate. UPLC was performed using Waters Acquity UPLC, with the following parameters: Solvent A: 5 mM ammonium formate, pH 4.0, Solvent B: Methanol, Column: Waters BEH C18 2.1 × 50 mm, particle size 1.7 µm, Column Temperature 40°C, Detector: PDA Detector at 260 nm; total run for 12 min. Sample chromatogram was compared with standard IAA (Sigma).

### 4.6 In vitro pull‐down assay and protein degradation assay

Recombinant 6‐X His tagged proteins were expressed in *E. coli* (BL21‐RIL) cells by cloning full length coding sequence of *OsDi19‐5* and *AtIAA14* in pET28a(+) vector (Novagen). Similarly, GST‐tagged recombinant proteins were obtained by cloning the CDS of *OsIAA13* and *AtDi19‐3* in pGEX4T1 vector (Amersham Biosciences) followed by induction in *E. coli* (BL21‐RIL) cells. In vitro pull‐down assay was performed following Kepinski (2009). Bacterial lysate expressing GST, GST‐OsIAA13, and GST‐AtDi19‐3 fusion proteins were immobilized onto GSH‐Sepharose (GE Healthcare) by gently mixing at 4°C for 30 min. Following sedimentation, column was washed thrice in 10 bed volumes of ice cold PBS containing 0.5% Triton X‐100, 1 µM PMSF, and 10 µM DTT (Kepinski, 2009). Bacterial lysate of OsDi19‐5 and AtIAA14 were pre‐cleared by incubation with Sepharose‐4B beads (GE Healthcare). About 4 µg of pre‐cleared protein extracts of 6‐X‐His tagged OsDi19‐5 and AtIAA14 were incubated with the fusion protein immobilized Sepharose 4B beads, respectively, for 1h at 4°C in EB (150 mM NaCl, 100 mM Tris–Cl‐pH 7.5, 0.5% NP40, protease inhibitor, MG132) in the presence of 5 µM IAA and 50 µM MG132. Following this, the immobilized beads were washed thrice with EB. Proteins were eluted from the beads by adding 1X loading buffer for SDS‐PAGE. Proteins were transferred to PVDF membrane (GE Healthcare) and probed with anti‐His Ab (Sigma) and developed with Chemiluminiscence kit (MERCK) following manufacturer's protocol.

In vitro protein degradation assay was carried out following Thakur et al. (2005). Full length sequence of *AtIAA14* was cloned in pET28a (+) vector (Novagen) and expressed in *E. coli* BL21 (RIL) cells and then purified using Ni‐NTA agarose beads following manufacturer's protocol (Qiagen). For in vitro protein degradation assay, plant proteins were extracted from 2‐week‐old light grown seedlings in extraction buffer (200 mM Tris–Cl pH 8.0, 100 mM NaCl, 400 mM sucrose, 10 mM Na_2_EDTA, 14 mM β‐mercaptoethanol, 1 mM phenylmethylsulfonylfluoride, 1% plant protease inhibitor cocktail, 0.05% Tween‐20, and 5% glycerol) followed by incubation on ice for 20 min; debris was then pelleted down. About 40 µg plant protein extract was incubated with 7.5 µg of purified recombinant AtIAA14 in the presence of 5 µM IAA and 50 µM MG132 separately for specified duration. Samples were resolved on SDS‐PAGE and immunoblotting carried out as mentioned previously.

### 4.7 BiFC assay

*OsDi19‐5*, *OsIAA13*, *AtDi19‐3*, and *AtIAA14* were amplified using Phusion high fidelity Taq polymerase (NEB Inc.) and cloned in pENTR/D‐TOPO vector (Invitrogen Inc.) as per the manufacturer's protocol. *OsIAA13* and *AtIAA14* were then transferred to pSITE‐cEYFPC1 and *OsDi19‐5* and *AtDi19‐3* into pSITE‐nEYFPC1 BiFC Gateway vectors (Chakrabarty et al., 2007) using Gateway LR clonase enzyme mix. Thereafter, for particle bombardment, 3–5 µg DNA was used to coat 0.5 mg of gold particle and onion epidermal cells were bombarded with the constructs following the protocol as described earlier (Burman et al., 2018). The onion peels were viewed for YFP expression under confocal microscope (Leica TCS SP5).

### 4.8 Tissue staining

Hypocotyl of 7‐day‐old seedlings were excised and kept in tissue clearing solution (70% lactic acid) for 3–4 days at 50°C with regular changes (Herr, 1993). The tissue was then stained with 0.01% toluidine blue and viewed under fluorescence microscope (Leica DFC450C).

### 4.9 Accession numbers

OsDi19‐5: Os01g73960; OsIAA13; Os03g53150; AtDi19‐3; At3g05700; AtIAA14: At4g14550. The normalized microarray data were submitted to NCBI GEO (GSE104975).

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

SMM designed and contributed to most of the experiments. SMM, ES, and JPK raised the *Atdi19‐3* mutant lines in *pIAA14::mIAA14‐GFP* background. SMM and ES performed the stress assays. SMM and BS did onion peel bombardment experiments and UPLC analysis. ES and BS did the microarray analysis and ES helped in designing RT‐qPCR experiments. SMM and ES drafted the manuscript. JPK supervised the research work, gave inputs in designing the experiments and finalized the manuscript. All authors read and approved the contents of the manuscript.

## Supporting information

Table S1‐S2‐Fig S1‐S12

File S2

File S3

# Supplementary material for: Drought‐induced protein (Di19‐3) plays a role in auxin signaling by interacting with IAA14 in Arabidopsis
**Source:** Plant Direct. 2020 Jun 21;4(6):e00234. doi: 10.1002/pld3.234
**Supplement:** Supplementary file 1 — Table S1‐S2‐Fig S1‐S12

Supplementary Tables and Figures

	OsDi19-5	OsDi19-3	OsDi19-4	OsDi19-6	OsDi19-2	OsDi19-1	OsDi19-7	AtDi19-7	AtDi19-4	AtDi19-3	AtDi19-6	AtDi19-1	AtDi19-5	AtDi19-2
OsDi19-5		22.7	22.2	49.3	26.7	27	27.4	24.4	24.3	29.2	28	26.9	22.5	22.6
OsDi19-3	42.7		41.6	25.3	35	68.4	36.4	31.1	34	34.3	34.7	29.4	27.2	25
OsDi19-4	42	64.6		26.1	31	47	31.5	30.8	34.7	33.2	29	30.4	28.2	25.4
OsDi19-6	65.9	43.5	44.5		26.4	27.9	26.5	24.7	24.6	27.3	28.3	29.3	26.3	22.2
OsDi19-2	45.9	53.3	57.1	45.9		34.8	38.3	41.9	42.6	41.7	38.5	37.4	28.6	29.4
OsDi19-1	46.5	78	71	46	58.4		34.2	34	34.9	40	37.9	33.6	27.4	26.3
OsDi19-7	44.5	49.2	47.3	47.2	59.7	53.5		37	38.7	36.1	35.8	36.9	30.8	26.6
AtDi19-7	45.5	51.2	51.4	44.5	62.7	58.8	55.5		74.7	46.9	46.7	38.7	35.8	37.4
AtDi19-4	45.5	54.9	58.4	44.6	65.2	62.8	58	82.6		47.9	46.8	42	36.1	39.9
AtDi19-3	48.9	54.1	56.7	50.2	66.5	65	56.5	69.1	72.3		74.9	42.4	34.5	30
AtDi19-6	46.8	54.5	54.7	47.3	67.8	61.9	56.8	68	71.4	87.4		42.3	34.9	31.5
AtDi19-1	50	49.6	51	50	57.5	54	54.6	61.1	64.7	67.7	64		32.1	33.9
AtDi19-5	45.3	48.4	48.6	43.5	51.1	53.5	50.9	59.3	59.8	57.4	57.7	50.9		56
AtDi19-2	44.8	44.7	46.1	43	52.8	51.3	45.2	57.9	57.1	51.6	52.7	50.2	71	

Supplementary Table S1. Percentage identity and similarity of Di19 proteins among Osdi19 homologues in *Arabidopsis*. The identity and similarity was analysed using MaTGAT v2.0 software. BLOSUM50 matrix was used with default values.

Primer	Sequence
72390-LP	TCATATAACCCTTCAGCACGC
72390-RP	TGATTAGTTTGGGGATACCCC
ATDi19-3-RT_F	GCTGCTGACCCATTGTTATCG
ATDi19-3-RT_R	GCATGACTCCGTGGTGAAGA
AtIAA14-F	ATGAACCTTAAGGAGACGG
AtIAA14-R	TGATCTGTTCTTGAACCTTCTCCATTG
AtDi19-3-F	GAATTCATGGATTCCGATTCATGGAGTG
AtDi19-3-R	CTCGAGTAAGCTGTCATCAAGAATCGTAG
AUX1-rtF	TTCAGCTGCGCATCTAACCAA
AUX1-rtR	TCTGTATTTCGACGTAGAGAACAG
AtIAA14-RTF	TCCCCGGAGGCACTGAA
AtIAA14-RTR	AAGCCTCTCTTGTTCCTCAACAC
ETR2-rtF	TTCGAACCGGGCAGTTACAC
ETR2-rtR	AATGGCGGTAAGGCAATCG
ERF1-rtF	TCCTCGGCGATTCTCAATTTT
ERF1-rtR	CAACCGGAGAACAACCATCCT
ACS-rtF	TTAGCTAATCCCGGCGATGG
ACS-rtR	ACAAGATTCACTCCGGTTCTCCA
ACO-rtF	TCTACGTTTCGTCACCTCCCTCA
ACO-rtR	CTCTTACCAAAGTCTTTCATGGCC
UBQF	GGTGCTAAGAAGAGGAAGAAT
UBQR	CTCCTTCTTTCGGTAAACGT
Actin2-Fp	GCCATCCAAGCTGTTCTCTC
Actin2-Rp	GCTCGTAGTCAACAGCAACAA
yuc3-rtf	ATTGTGGTGGCAACGGGAGA
yuc3-rtr	CCTTGGTACCTTCCACCGGAT
yuc4-rtf	TGGACCGGTTGTTACACCA
yuc4-rtr	TCCAAGCTGACCTCCATACCG
yuc5-rtf	ACGCGTGGAAAGGGAAATCG
yuc5-rtr	CGGTGACCCACTCGTGTTCT
yuc6-rtf	GGTTGAGTCGGCTGCGTTTG
yuc6-rtr	TCCGTCGTGCCTTCTTCTCC
yuc7-rtf	GTGGCGGGTCCAGACTGTTT
yuc7-rtr	CCTCAAACCTCCGGCACCCT
yuc8-rtf	TGCGGTTGGGTTTACGAGGA
yuc8-rtr	CCTTGAGCGTTTCGTGGGTT
yuc9-rtf	AGCGTTGAGTCTGCTCGGTT
yuc9-rtr	GGACAACACGTTTCGGCGTTT
wes1-rtf	GTTCCCTGATCACCGATCCTTCA
wes1-rtr	TCCCTTGCCAGGACGACTTC
yuc1-rtr	AGCTCCGACATCGAGAACCG
yuc2-rtf	ATCCACGAGCCTGCTCAAGT
yuc2-rtr	TGCGTTCAAGAGGGCCAAGT
UBC-rtf	TCAAATGGACCGCTCTTATC
UBC-rtr	CACAGACTGAAGCGTCCAAG
sGFP_F	AAGGGCGAGGAGCTGTTACCC
sGFP_R	TTGTACAGCTCGTCCATGCCGTGA
AtIAA16-F	GCTAGCATGATTAATTTTGAGGCCACGG
AtIAA16-R	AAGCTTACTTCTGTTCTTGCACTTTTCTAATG

MAT3_rtf	TTCAGGCTTCTTGGTCAAAT
MAT3_rtr	CTCTGCTGATGTTGGTCTTG
NIT2_rtf	TATTGTTTCCCAAGGTGGAAGTG
NIT2_rtr	ACATCACCAAGATCAAGATCAGC
IAA9_rtf	AAGACTATGTGCTCACTTATGAGG
IAA9_rtr	ACATCAATAAACATCTCCCACGG
ARF2_rtf	ATGTAGATTTAAAGGCAGAGGCAG
ARF2_rtr	CATTCTCGTCTTGATTAGCCTCAG
ILL5_rtf	GTTATTGGATATGTTGGAAGTGGC
ILL5_rtr	CCATTCCACCATTTCTGAATAGG
ERF4_rtf	GACTGTGCTTCTCCTCCGAC
ERF4_rtr	CGACCTACGTTACCGATCCC
MYB77_rtf	ACCTACTTCGTTGAGTTTGTAC
MYB77_rtr	CTTCATCTGACTCTCAAATCTCGG

Supplementary Table S2: List of primers used for mutant genotyping, plasmid construction and RT-qPCR.

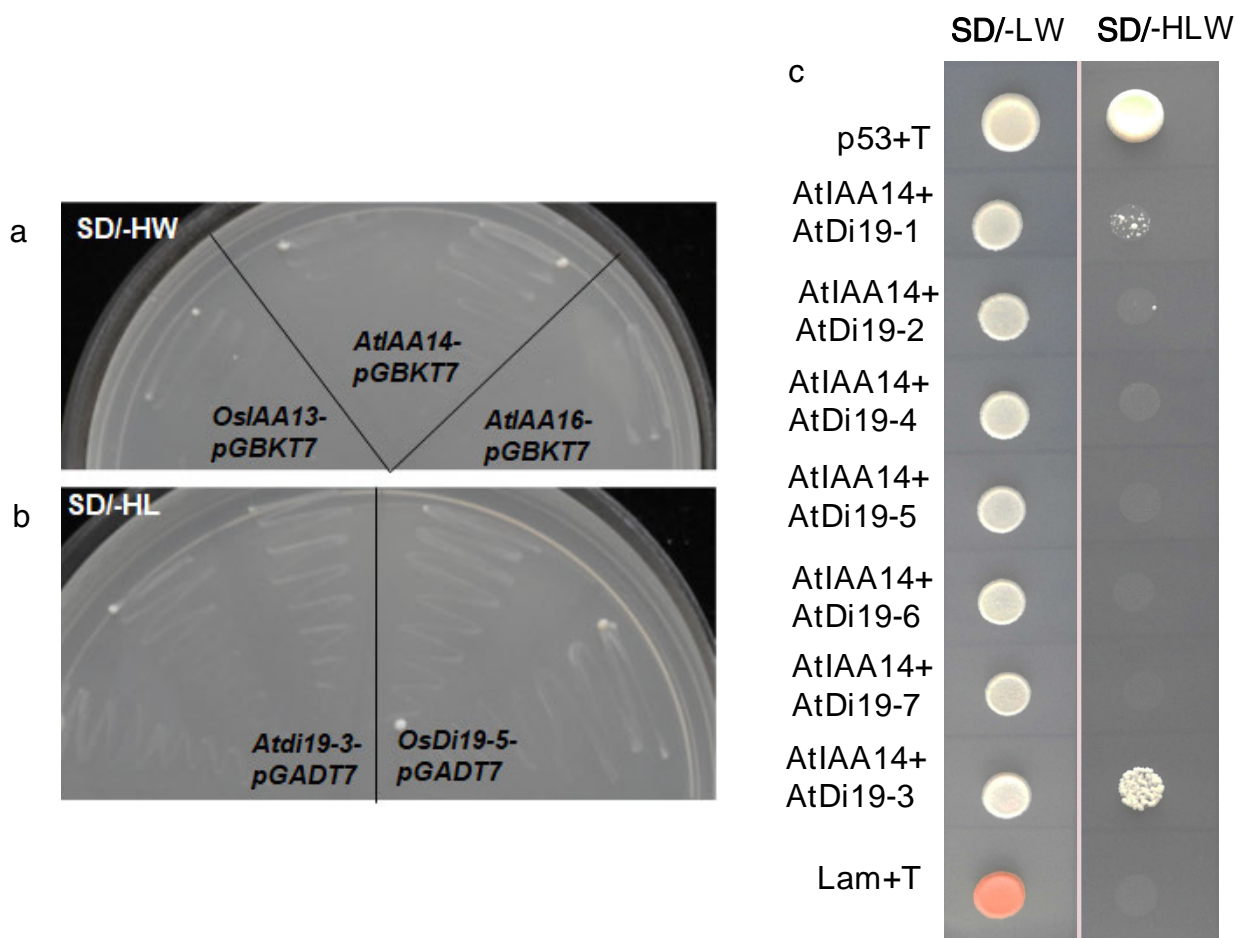

Supplementary Fig S1. (a,b) Autoactivation screening of individual constructs of AtDi19-3-pGADT7, OsDi19-5-pGADT7 in SD/-HL medium and AtIAA14-pGBKT7, AtIAA16-pGBKT7, OsIAA13-pGBKT7 in SD/-HW medium. **(c)** Yeast Two-Hybrid experiment showing interaction among AtDi19 family members and AtIAA14 from *Arabidopsis*.

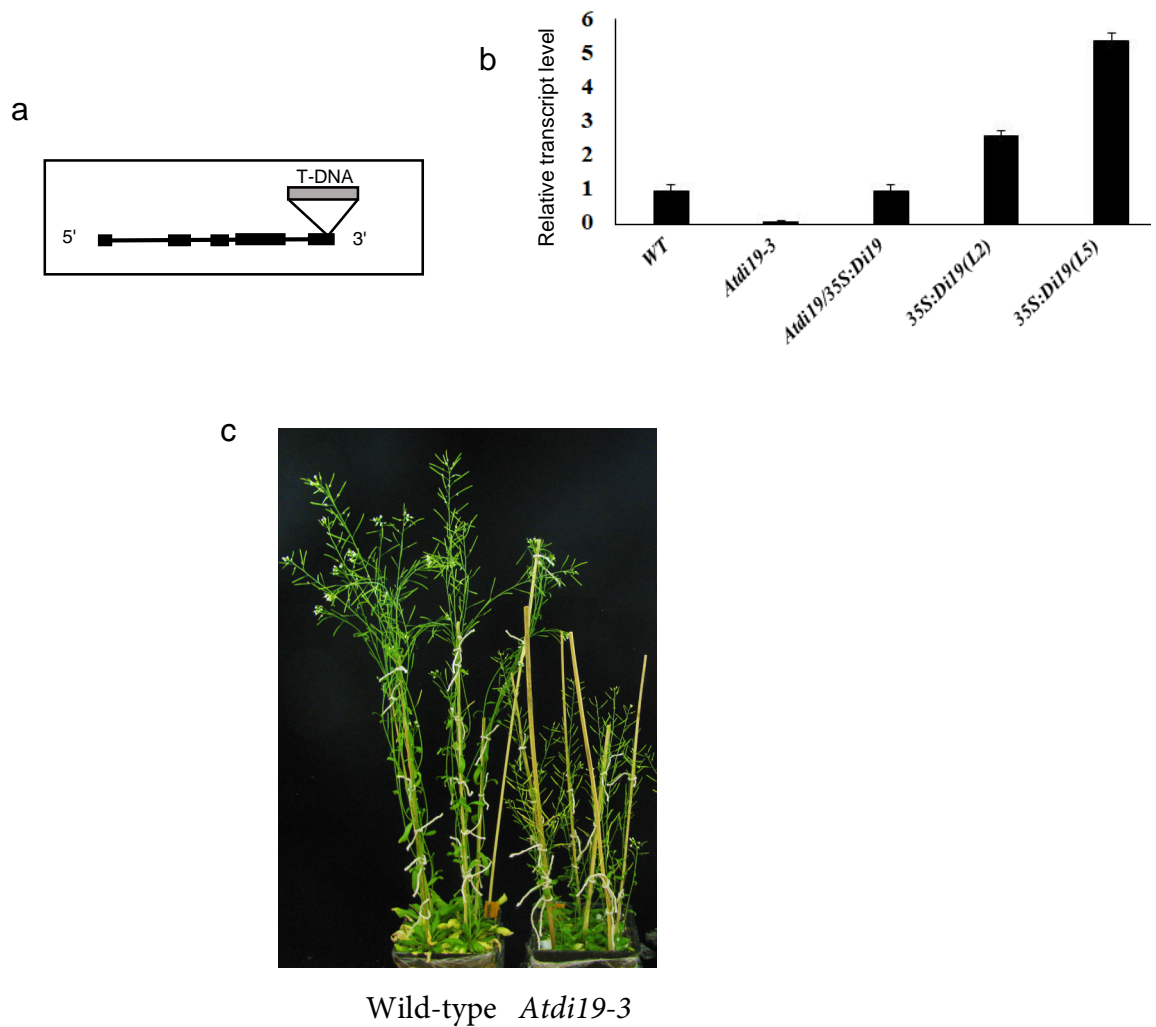

Supplementary Fig S2. Mapping of T-DNA insertion in SALK_072390. **(a)** Schematic representation of T-DNA was verified by running PCR from the genomic DNA of the homozygous line with LbB1.3 and RP and sequencing the PCR product. **(b)** Plot shows relative transcript level values $\pm$ SE for *AtDi19-3*. RNA was extracted from 7-day-old light grown seedlings. Expression of *AtDi19-3* was checked using RT-qPCR. The experiment was done three times with three technical replicates in each. **(c)** *Arabidopsis* plants of wild-type Col-0 and *AtDi19-3* mutant after 1 month under normal conditions (16h/8h light, 22 °C).

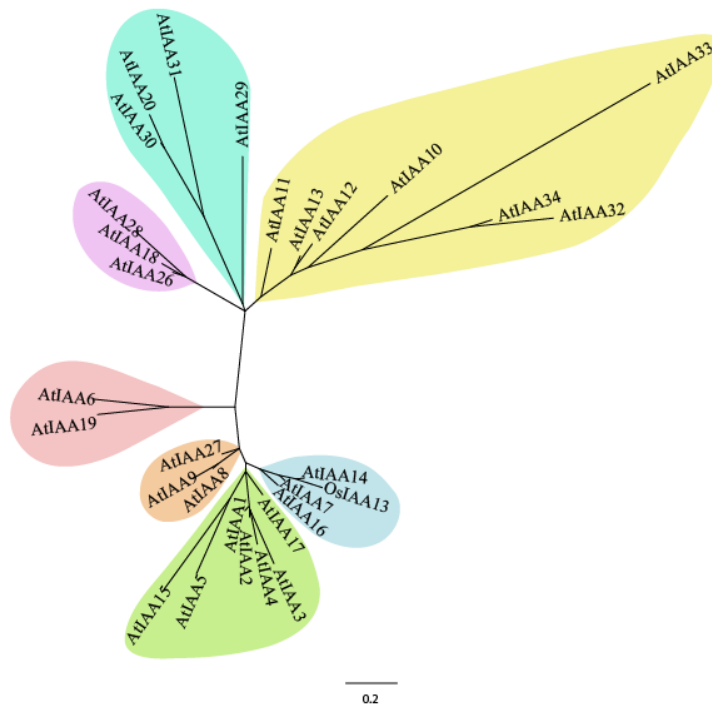

Supplementary Fig S3. Phylogenetic analysis of OsIAA13 in respect to all the AtIAAs. The tree predicts that *AtIAA16*, *AtIAA7* & *AtIAA14* are grouped together in one clade.

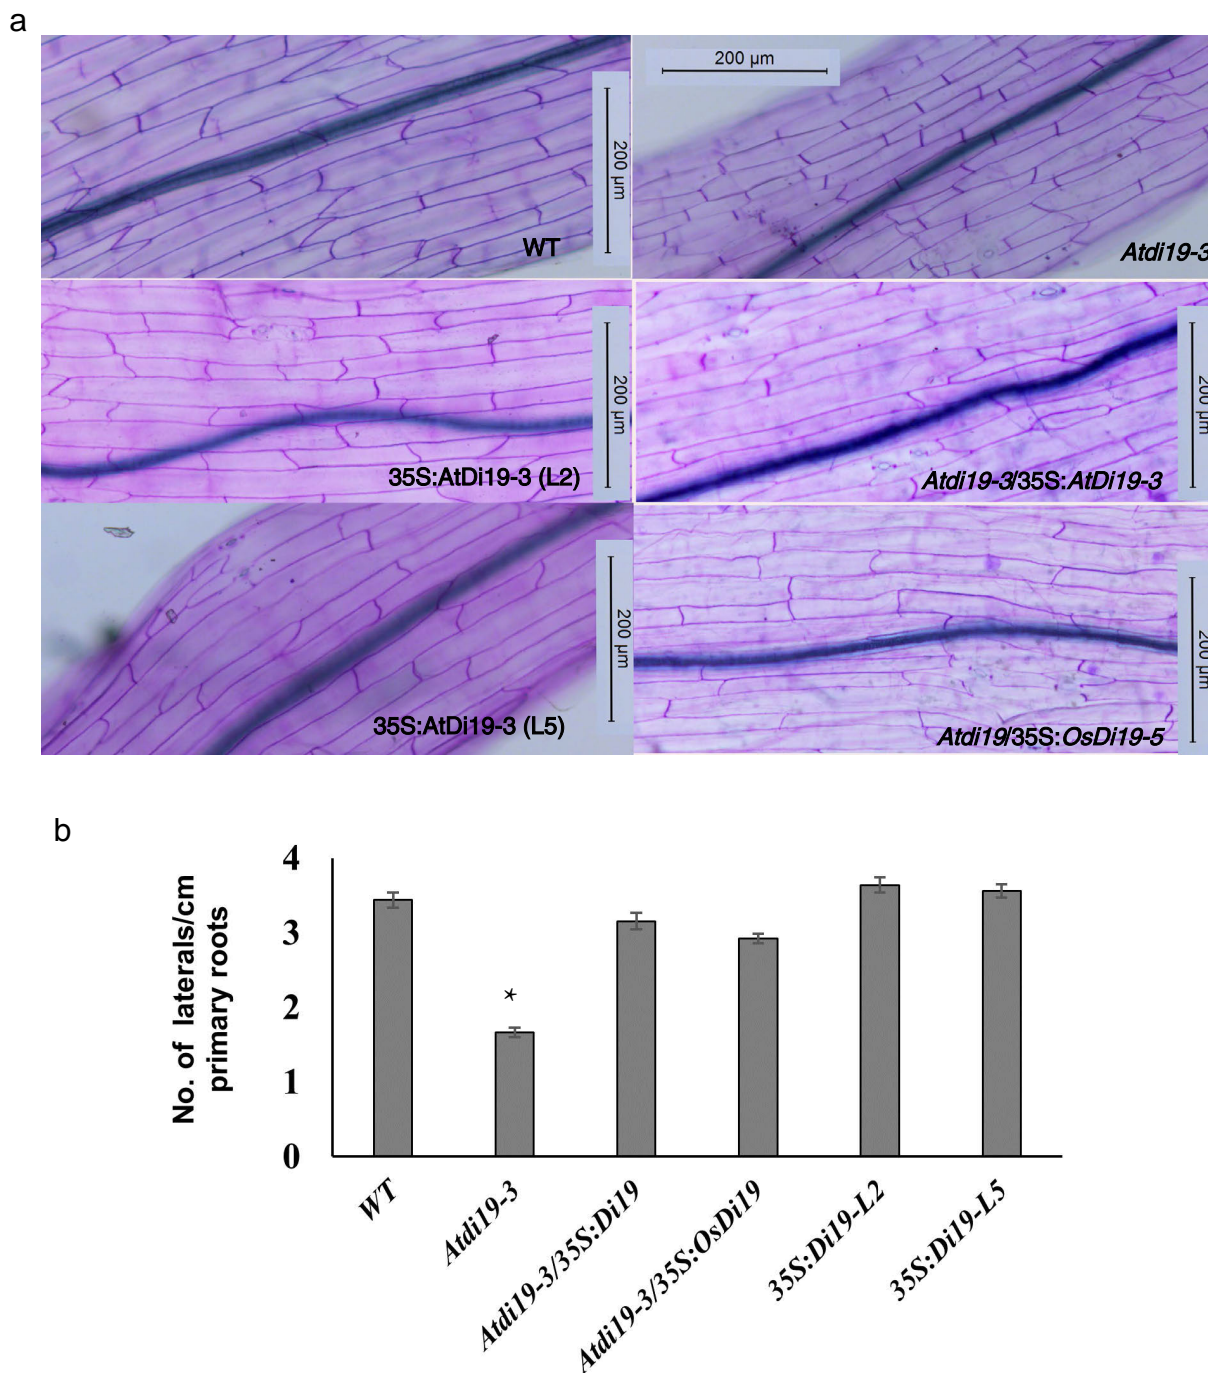

Supplementary Fig S4. (a) Enlarged view of the hypocotyl epidermal cells of 7-day-old light grown *Arabidopsis* seedlings. **(b)** Comparison of lateral root density of *Atdi19-3*, overexpression lines *35:Di19* (L2 and L5), complementation lines and wild-type. Mean ($\pm$ SE) of three independent experiments with 15 seedlings in each was plotted as error bars.

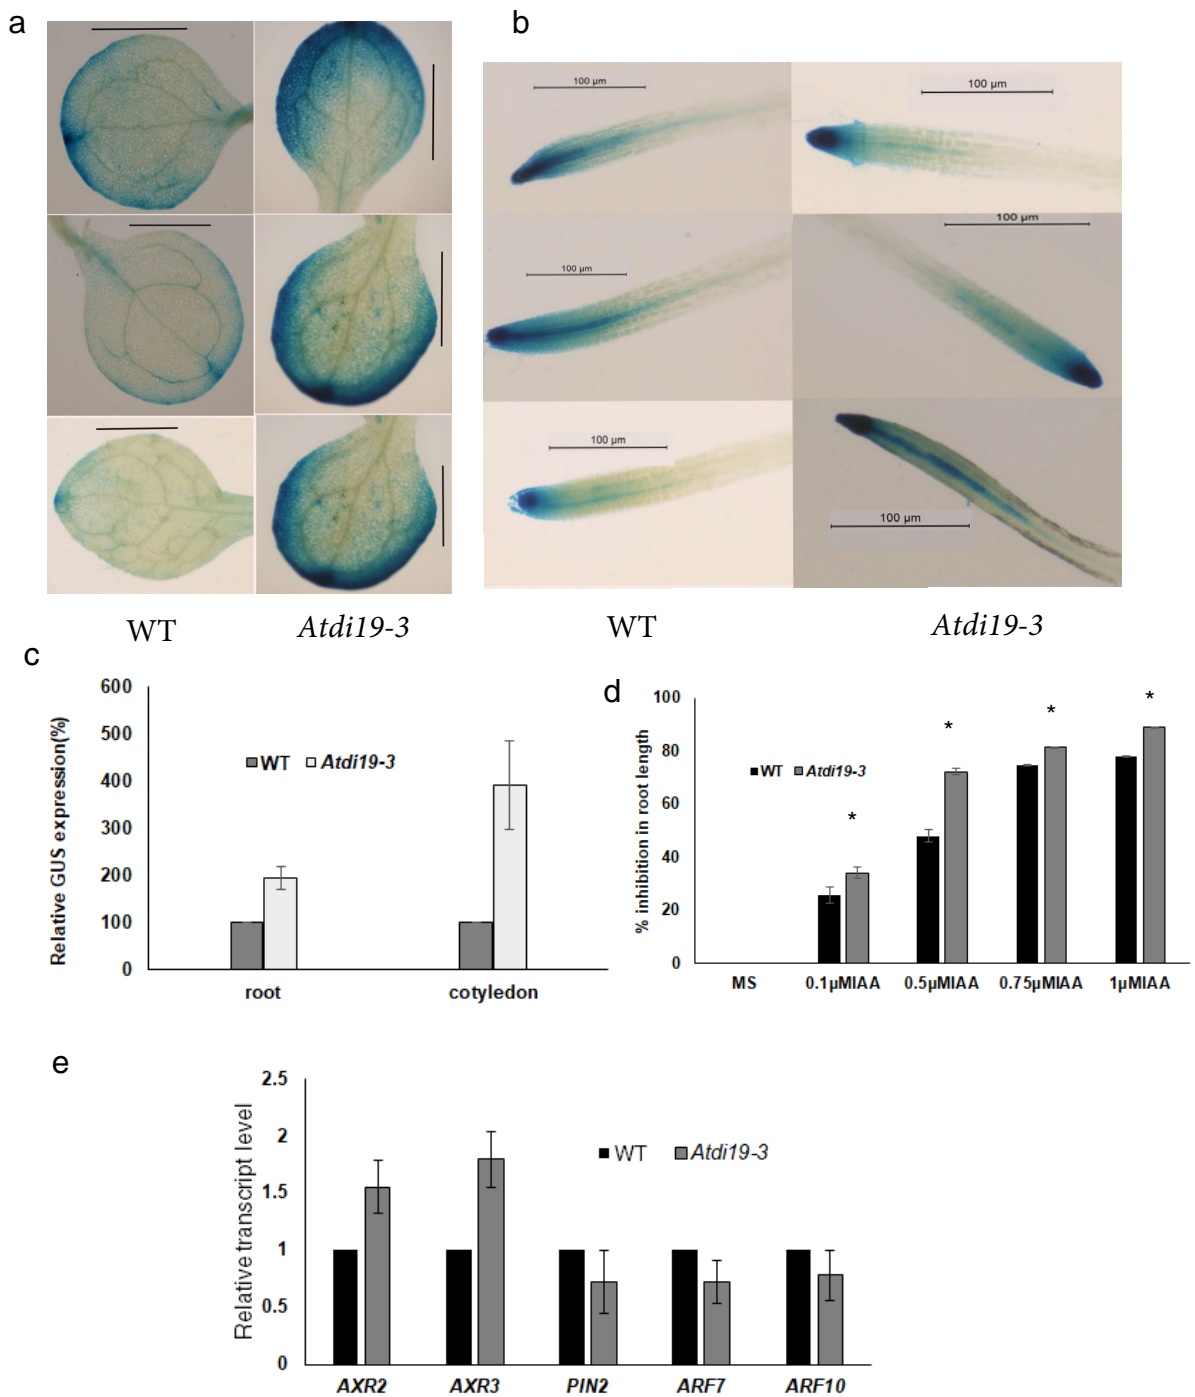

Supplementary Fig S5. Multiple DR5::GUS/Col-0 and DR5::GUS/*Atdi19-3* lines used to examine GUS activity in 10-day-old seedlings. Expression of DR5::GUS reporter activity in **(a)** cotyledon and **(b)** root in F2 generation plants harbouring DR5::GUS in *Atdi19-3* mutant background. Left panel shows GUS induction in DR5::GUS/Col-0 line. **(c)** The intensity of GUS staining in roots and cotyledons of *Atdi19-3* plants was compared to the WT using ImageJ software. **(d)** Root growth inhibition in WT and *Atdi19-3* seedlings under different IAA concentrations. Statistical significance done by student's t-test ($P < 0.05$) (*wild-type vs. mutant). Mean values $\pm$ SE are plotted in both graphs. **(e)** Relative transcript level of *AXR2*, *AXR3*, *PIN2*, *ARF7* and *ARF10* in 10-day-old light grown seedlings of *Atdi19-3* and wild-type. Mean $\pm$ SD was plotted as error bars.

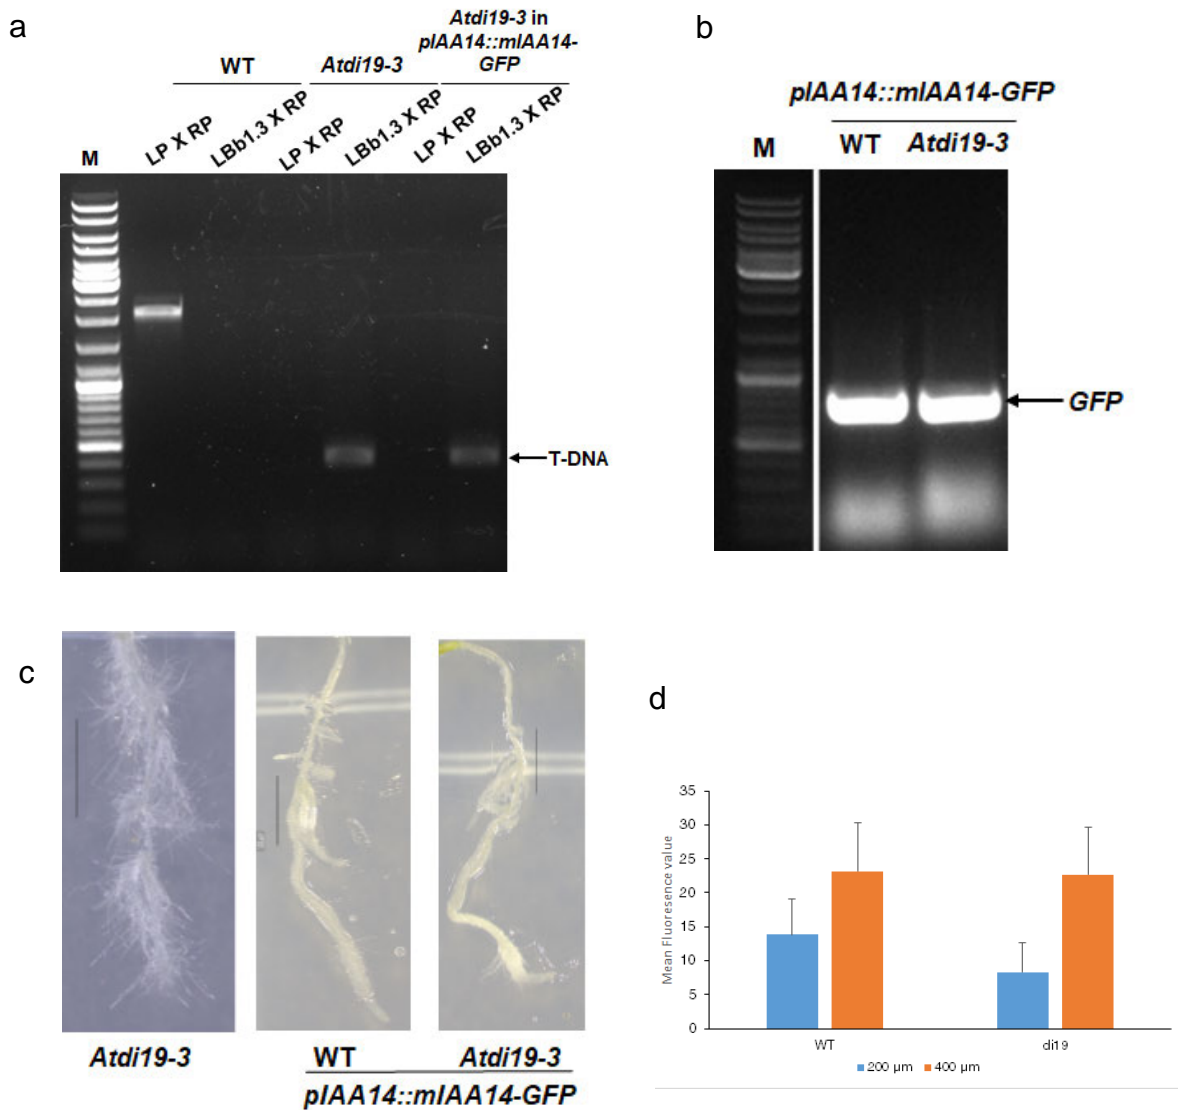

Supplementary Fig S6. (a) Picture showing bands corresponding to T-DNA insertion amplified using PCR from genomic DNA in *Atdi19* mutant and *Atdi19* expressing *pIAA14::mIAA14-GFP*. **(b)** Picture showing bands corresponding to *GFP* amplified using PCR from genomic DNA in *pIAA14::mIAA14-GFP* and *Atdi19/pIAA14::mIAA14-GFP*. **(c)** Magnified view of roots from *Atdi19-3* mutant seedlings and WT or *Atdi19-3* mutant expressing *pIAA14::mIAA14-GFP* grown in presence of 1 μ M NAA. **(d)** Mean fluorescence intensity of *GFP* measured between root tip till a distance of 200 μ m and at a distance of 400 μ m from the root tip measured using Leica LAS AF software. The plot shows mean values $\pm$ standard deviation.

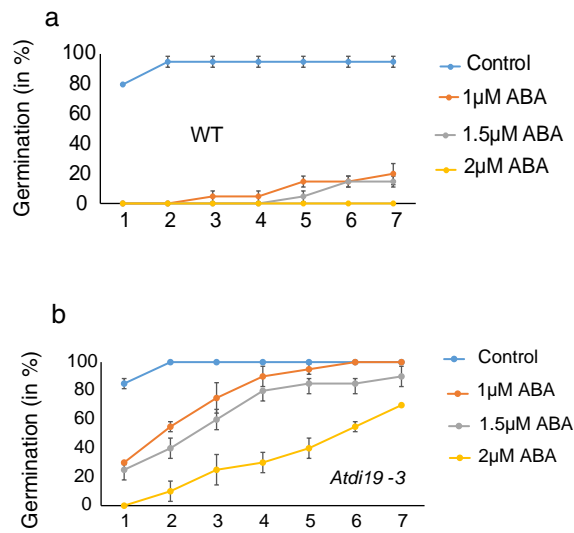

Supplementary Fig S7. Emergence of radical from **(a)** wild-type seeds and **(b)** *Atdi19-3* seeds in presence of different concentration of ABA. Germination was monitored for 7 days. Values plotted are Mean $\pm$ SE from 3 different experiments taking 20 seeds each time.

AtIAA14-AtDi19-3

(a)
AtDi19-
nEYFPC1/
AtIAA14-
cEYFPC1

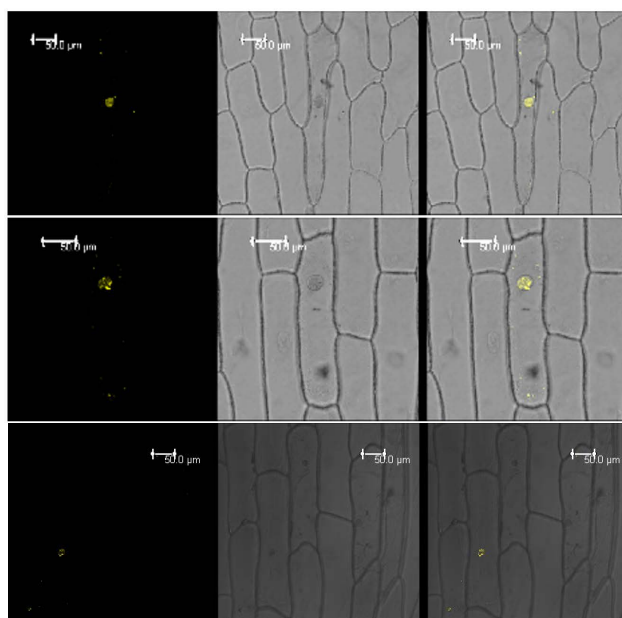

Fluorescence   Bright Field   Overlay

OsIAA13-OsDi19-5

(b)
IAA13-
cEYFPC1/
OsDi19-
nEYFPC1

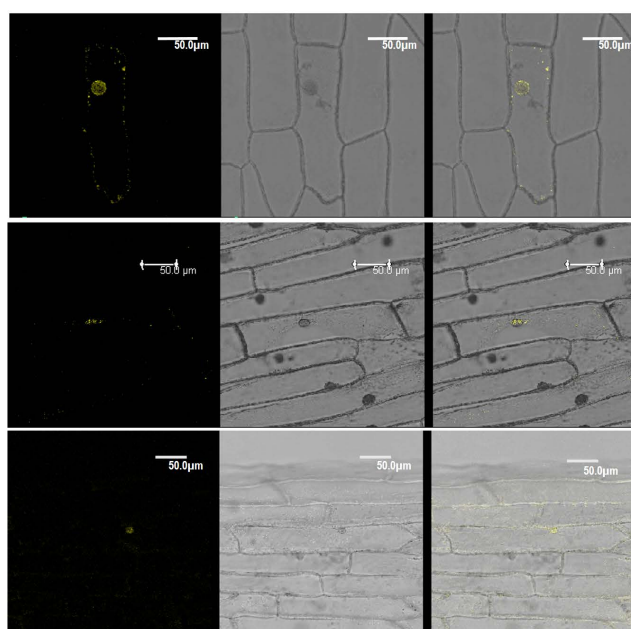

Fluorescence   Bright Field   Overlay

Supplementary Fig S8. Bimolecular fluorescence complementation analysis of OsIAA13/AtIAA14 and OsDi19/AtDi19. Confocal images of onion epidermal cells bombarded with (a) AtIAA14/cEYFPC1 and AtDi19-3/nEYFPC1; (b) IAA13/cEYFPC1 and OsDi19-5/nEYFPC1; Bar is 50 μm

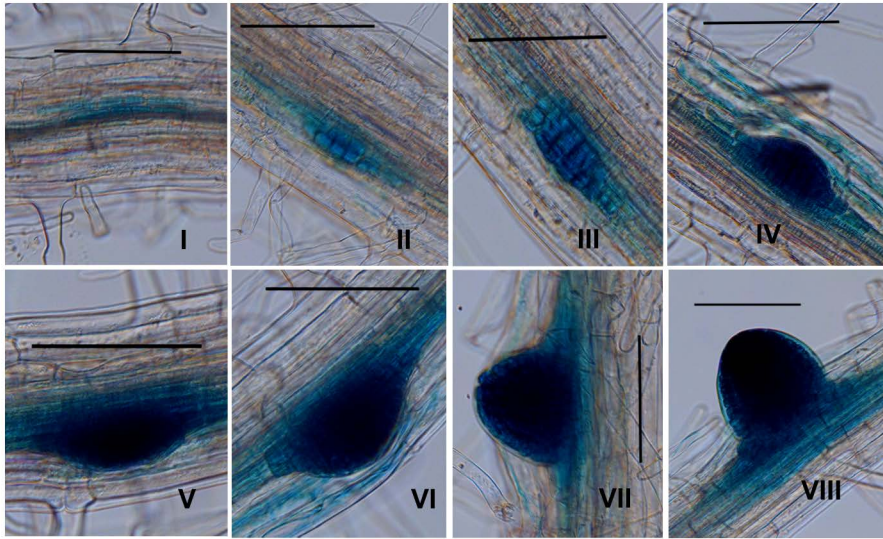

Supplementary Fig S9. Different stages of lateral root primordium emergence in *Arabidopsis*.

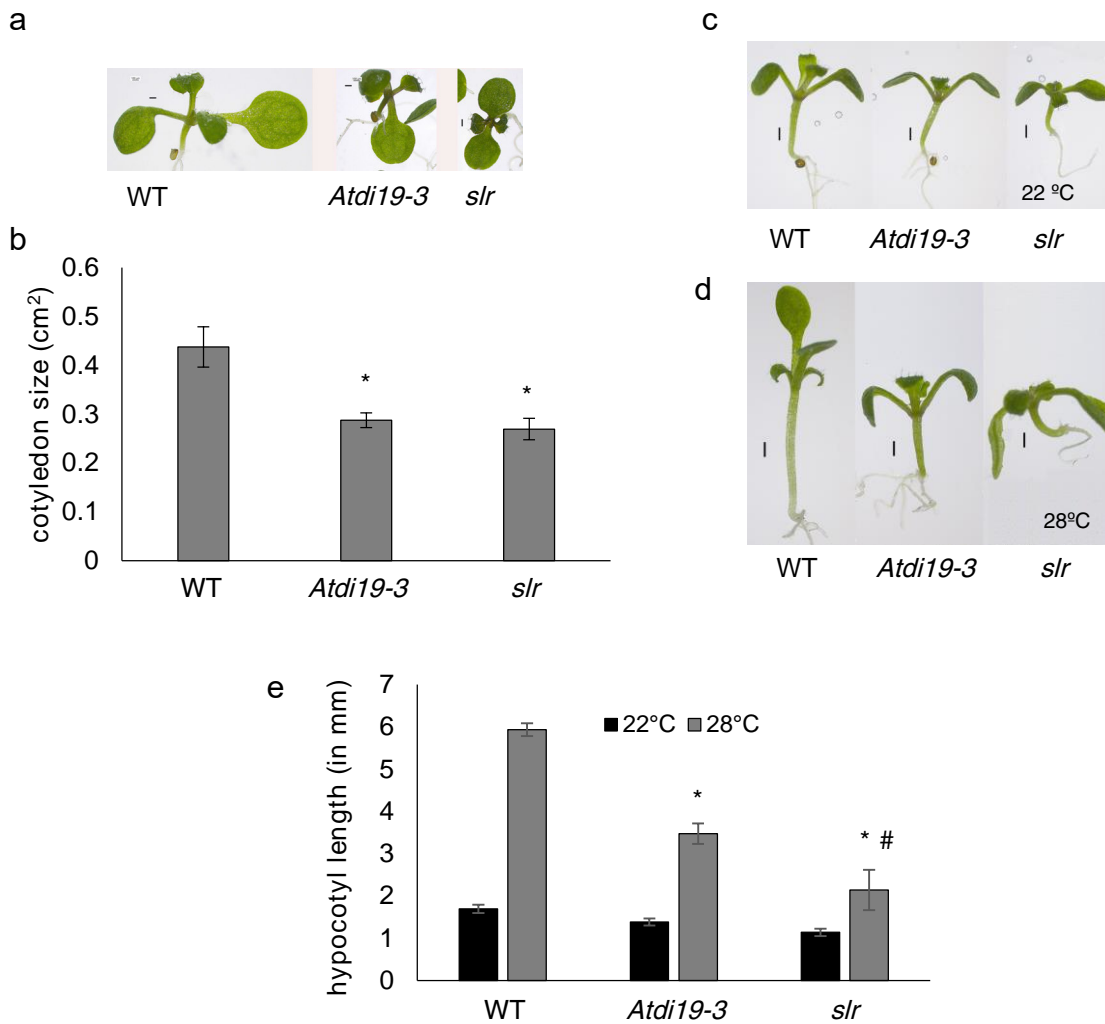

Supplementary Fig S10. Comparative growth analysis of *Arabidopsis slr* mutant and *Atdi19-3* with wild type under light conditions.

(a) Phenotype of 7-day-old seedlings, **(b)** cotyledon area, **(c-e)** hypocotyl elongation of 7-day-old light grown seedlings at 22°C and 28°C. Mean with SD of 3 independent experiments with 30 seedlings in each set was plotted. Statistical significance done by student's t-test ($P < 0.05$) (*wild-type vs. mutant), (# *slr* vs. *Atdi19-3*). Mean $\pm$ SE of three biological replicates was plotted.

A. Biological Process

GO1 response to salt stress, 36.2%

GO2 glycolytic process, 31.5%

GO3 water transport, 9.7%

GO4 protein-chromophore linkage, 8.6%

GO5 ribosome biogenesis, 6.0%

GO6 photosynthesis, 3.6%

GO7 sulfur compound biosynthesis, 3.4%

protein folding, 1.0%

B. Molecular Function

Figure 2 displays the molecular function of the 1000 most abundant proteins. The sunburst chart illustrates the hierarchical distribution of molecular functions, with the inner ring representing the primary function and the outer ring representing more specific sub-functions. The table below the chart lists the 20 most abundant functions, their names, and their proportions.

Color	Name and Proportion of Molecular Function (Inner Ring)
Red	GO1 copper ion binding, 21.3%
Dark Green	GO2 mRNA binding, 21.2%
Purple	GO3 structural constituent of ribosome, 20.8%
Light Green	GO4 protein binding, 20.6%
Pink	GO5 threonine-type endopeptidase activity, 3.3%
Light Blue	oxidoreductase activity, 2.7%
Purple	protein homodimerization activity, 2.7%
Dark Green	transaminase activity, 2.6%
Dark Red	NAD binding, 1.7%
Orange	pigment binding, 0.6%
Dark Blue	chlorophyll binding, 0.5%
Purple	4 iron, 4 sulfur cluster binding, 0.5%
Dark Blue	hydro-lyase activity, 0.5%
Light Green	lipid binding, 0.4%
Dark Red	structural molecule activity, 0.3%
Teal	aminoacyl-tRNA ligase activity, 0.3%

Supplementary Fig S11. GO terms enrichment among DEGs for *Atdi19-3* vs WT under the categories (A) Biological Process and (B) Molecular Function

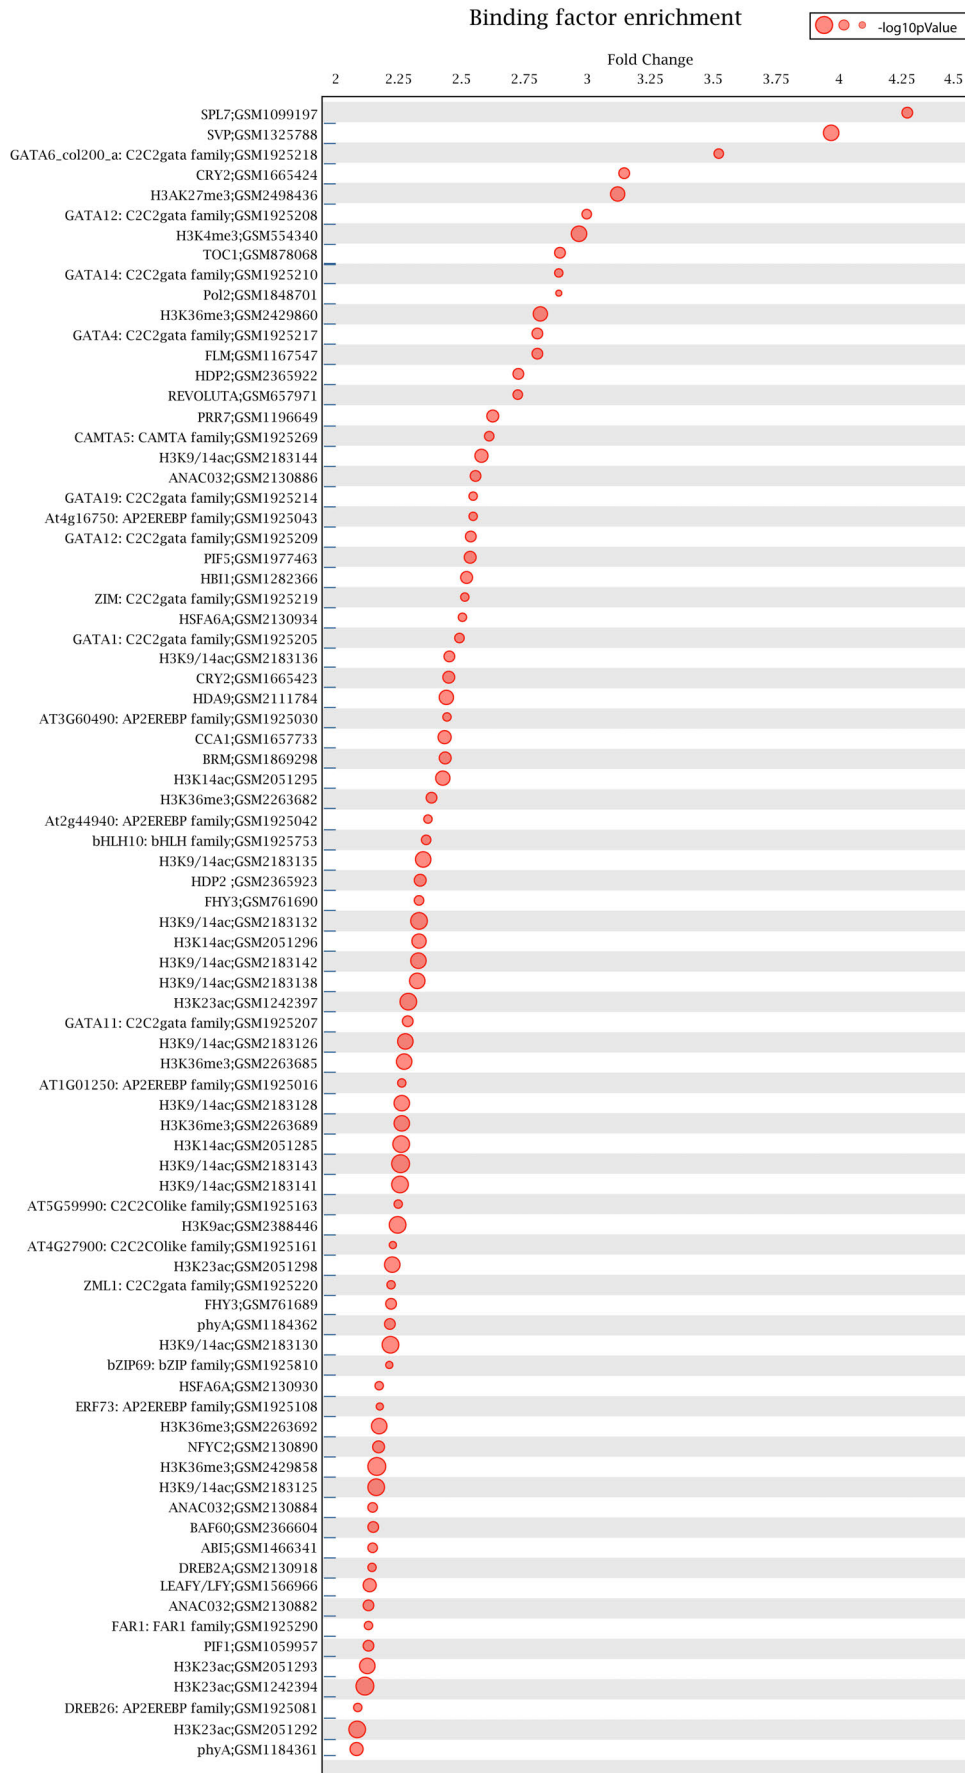

Supplementary Fig S12. Binding factor enrichment analysis among DEGs for *Atdi19-3* vs WT.

How the deposited data were processed for this re-analysis (not part of the article)

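The data are 4 Affymetrix ATH1 arrays of whole seedlings, 2 of the wild type and 2 of the Atdi19-3 mutant, at 10 days of age. The authors extracted RNA, labelled it with biotin from the 3' end and processed the scans with GCRMA in R 3.4.0, as the submitters' processing notes name these tools, with no version of GCRMA given in the sources used here. The authors deposited log2 values, background-corrected and normalized, for 22810 probe sets. The lowest value, 2.49, is shared by the 4 arrays and acts as a floor, and 2755 of the tested probe sets had the same value on all 4 arrays. Where an array of the lower genotype read under 3 (a level chosen after the values were seen), or its 2 arrays held identical values, the difference is a lower bound in size, also where it is printed without that remark. Among the genes named here this holds for ABCB19, AFB5, AT2G25510, AT3G48640, AUX1, AXR1, BCAT4, ERF4, GH3.3, GH3.5, GH3.6, GI, IAA18, IBR10, LSH10, PDF1.2, PDF1.2B, PIN4, PSBQ2, SAPX, SUR1, TIR1, UBC21, UGT74B1 and the nitrilase probe set. Scans and probe intensities were not analysed here, so the background correction and normalization could not be repeated. How the arrays were normalized together is not given in the sources used here.

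Everything after that was computed for this work in R 4.3.3 with limma 3.58.1. The 64 control probe sets were left out of the tests and read separately as measures of array quality. The remaining 22746 probe sets were fitted with lmFit and eBayes, Atdi19-3 against wild type, with no covariate and no filter on dim probe sets, and p-values were adjusted by Benjamini and Hochberg over all of them. A probe set was called at an adjusted p under 0.05. The thresholds of Figure 7, a log2 fold change over 1 in size and an unadjusted p of 0.05 or less, were counted in the same fit. The prior of limma was worth 0.48 degrees of freedom, so each probe set's own spread over 2 arrays per genotype carried most of the weight. An exact permutation of 2 arrays against 2 cannot give a p under 0.33 and was not used.

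Probe sets were named by the platform annotation, which gives 1 gene for 13513 of the tested probe sets, several for 503 and lists no gene for 8730. Of the 13513, 13436 matched a locus of the RefSeq TAIR 10.1 gene table. A further 980 probe sets were named only through File S2 of the paper, of which the first 1998 of 2725 rows were held here. All of those rows are higher in the mutant, so names from File S2 were used for single genes and never for a test of a gene list. Where list members named only through File S2 are counted, they are counted apart. Their direction is no independent evidence. No genome coordinates are given, since the array values carry no genome build. A probe set matched to several genes names none of them.

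Of 26 gene lists, 14 had at least 3 members named by the platform annotation and were tested with camera at a preset correlation of 0.01, on 1 probe set per gene and 13286 genes. Camera called 8, with 7 up and 1 down. With an estimated correlation it called 0, and fry, which asks whether the genes of a list move one way on balance, called 11. The lists were Aux/IAA genes, auxin response factors, auxin receptors and transporters, IAA biosynthesis and homeostasis, glucosinolates, ethylene biosynthesis, ethylene signaling, pathogen defence, oxidative stress enzymes, dehydration and ABA response, touch and wound response, light-harvesting antenna, photosystem subunits, Calvin cycle, cytosolic glycolysis, glyoxylate metabolism and photorespiration, 26S proteasome, aquaporins, Di19 family, lateral root initiation, circadian clock, RT-qPCR reference genes, root markers, seed markers, flower and senescence markers, and plastid-encoded genes. Mitochondrion-encoded genes had no matched member, and ribosomal proteins were not analysed here.

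The genes named in the text were chosen before the data were examined by 3 rules: every gene the paper names and every gene of the auxin sheet of File S2; the 10 largest increases and 10 largest decreases among called single-gene probe sets; and, per list, up to 4 called members or, with none called, the 2 with the smallest p. The values of File S2 had been seen when the rule was written. Other genes are said to have been chosen later. 1 gene the paper names was left out of the gene lists and is not reported here.

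The fit was tested on simulated data with 2 arrays per genotype and 22746 probe sets. At simulated log2 changes of 1, 2 and 4, 0 of 67, 4 of 67 and 13 of 66 probe sets were called, with median estimates of 1.03, 1.97 and 4.03, 0 wrong signs and 0 false calls. In a second simulation camera called a list of 20 genes shifted by 2 and did not call a random list of 20 (adjusted p = 0.55). A missed call on these arrays therefore does not show that a transcript was unchanged. Both simulations drew independent noise without an array-wide difference between genotypes. The tested lists other than the plastid-encoded genes were shorter than 20. The 0 false calls and the random list thus do not carry over to these arrays. Only probe sets with a mean over 4 were changed and no floor was applied, so the estimates do not hold for genes near the floor. Fewer probe sets were changed than were called on these arrays, so the shares called need not carry over. The alternatives tried were quantile normalization of the deposited values, centring on the median, the 75th percentile or the spike-ins of each array, keeping the 50% of probe sets with the higher mean, single-gene probe sets only, an intensity trend, an ordinary test with each probe set's own variance, the replicate number as a block, leaving out each array, camera with an estimated correlation and the mean of a gene's probe sets. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.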

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

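The tests of spike-ins, of 3' and 5' control probe sets and of the scaling of the split of calls, and the test of PDF1.2 against RNA length, were chosen only after the results were seen. The test of scaling for PDF1.2 and PDF1.2B was set out before its result was seen, while its reading relative to the shift of all probe sets, the bound for PDF1.2 against RNA length, and the interval for the split of calls, were added afterwards.

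More probe sets were higher than lower in Atdi19-3, in a signal from control probe sets that the paper does not report. The hybridization spike-ins were lower on the Atdi19-3 arrays by a median of -2.06 (range -3.51 to -1.09 over 18 probe sets), which is what less labelled plant RNA on the wild-type arrays before the normalization would give. The 5' probe sets of actin, GAPDH and ubiquitin rose more than the 3' probe sets, by 2.14 on average (SD 1.24 over 6 pairs, 5 of them in this direction and the older actin pair at -0.11, and 1.86 to 2.60 with each pair left out), which is what shorter labelled RNA on the wild-type arrays would give. Scaling stays open, since quantile normalization cut the number of higher calls from 718 to 268 and their share from 84.0% to 63.1% (95% binomial interval 58.3% to 67.7%, too narrow because probe sets of the same arrays are not independent), while the share was 90.1% (88.4% to 91.7%) after centring on the median, and centring on the 75th percentile moves all probe sets by -0.23 and its share decides nothing. The genotype and these differences between arrays split the 4 arrays the same way, so an effect of the mutation on many transcripts stays open and untested, and each technical account may hold for part of the pattern.

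The 5' probe sets of the plant control transcripts had a mean change of 2.63 and the 25S rRNA control probe set one of 2.63, both outside the genes the paper discusses. If the transcripts themselves were more abundant in Atdi19-3, the 3' probe sets would change by a like amount. The mean 3' change was 0.18 of the mean 5' change, and 0.098 to 0.27 with each pair left out, and stayed under the 50% that higher levels alone would need. This argues against higher levels of these transcripts as the whole cause (how the range is set against the bounds was decided after the values were seen). Higher levels as a part of it stay open, since 5 of the 6 3' probe sets rose too.

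The defensin gene PDF1.2B, which the paper does not discuss, was lower in Atdi19-3 with a log2 fold change of -4.89, and so was its relative PDF1.2 (AT5G44420, chosen after its values were seen), with -3.75 (limma adjusted p = 0.067, not called). Shorter RNA on the wild-type arrays, made up for by the normalization, can leave spared transcripts higher there. For PDF1.2 this cannot be told apart from a lower level. Its change of -3.75 (standard error 0.34) exceeds the shift of 3.49 between the spike-in array medians by less than its spread. PDF1.2B, at -4.89 (standard error 0.08), exceeds that shift by more than its spread. The spike-in probe sets themselves changed by -3.51 to -1.09, so the shift is no firm bound and nothing is concluded for either gene. Quantile normalization left them at -4.17 and -5.21 (PDF1.2B second). It enlarged other called decreases too, such as AT1G05340 (-2.99 to -3.58) and AT1G49500 (-1.59 to -2.39). A larger decrease after it was thus common to genes bright in the wild type and decides nothing about these 2. A factor common to a whole array cannot be told apart from a lower level, since spike-in centring, which brought PDF1.2 to -0.26 and PDF1.2B to -1.40, moves all probe sets alike and decides nothing about these 2. A lower level of defensin transcripts in Atdi19-3 stays open as a hypothesis, and the probe set of PDF1.2B is of a type that can share probes with related transcripts.

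AT3G48640, outside the genes the paper discusses, had a log2 fold change of -4.10 and AT1G05340 of -2.99. The plastid-encoded atpB had 5.87. The list of RT-qPCR reference and housekeeping genes had a median of 1.33.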

How the results depend on the processing

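All alternatives were set before the data were examined. The sign of most single values held, while the number of calls did not. Limma called 855 probe sets on the deposited values, 425 after quantile normalization (320 of them among the 855, in the same direction), 1314 after centring on the median, 10611 on the 75th percentile (2132 higher and 8479 lower, 4946 of them under 0.25 in size) and 22742 on the spike-ins, which moved the median of all probe sets by -0.23 and 3.49 in the last 2. Keeping the 50% of probe sets with the higher mean (the upper part below) gave 2151, single-gene probe sets 271 and the ordinary test 70. Leaving out 1 array gave 0 to 3654, and a lone array is then assumed to vary like the other group. The thresholds of Figure 7 gave 1524 on the deposited values, 1004 after quantile normalization, 22736 with spike-ins and 671 with single-gene probe sets, and 963 to 1424 with 1 array left out. The share of calls that were higher was 84.0%, and 63.1%, 90.1%, 20.1% and 99.99% under quantile, median, 75th percentile and spike-in scaling, and 21.5% to 24.2% without 1 wild-type array. The share of all probe sets above 0 was 47.5%, and 66.5%, 22.9% and 99.99% with median, 75th percentile and spike-in centring and 69.3% in the upper part, and 43.3% to 51.3% with 1 array left out. Camera called 8 lists, 7 of them up, and 3 after quantile normalization and 0 with an estimated correlation. In the upper part it called 1 list, down, so no upward call held there. It was not run with the ordinary test. Of 83 named genes 34 were called, and 64 with the 75th percentile, 82 with spike-ins, 56 in the upper part, 20 with single-gene probe sets, 5 with the ordinary test and 0 to 30 with 1 array left out. The filters test fewer probe sets. The cause of the other changes was not tested.

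With the replicate block limma called 0 probe sets and 0 named genes, while 1279 met the thresholds of Figure 7 at an unadjusted p. The numbers do not pair the arrays, since deviations from the genotype means correlated by 0.017 over all probe sets and 0.047 over the brightest ones, so the block says nothing about the size of an effect.

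Signs turned in 19 cases among values called before or after the change of setting. With spike-in centring ACO3 came to 3.41, ACR4 3.33, AT1G05340 0.50, AT1G49500 1.90, AT1G56060 1.51, AT1G65490 1.19, AT2G15960 2.15, AT2G46600 2.13, AT5G52760 2.25, COR15A 2.56, COR47 2.61, EXPA7 3.44, GH3.3 2.82, PER27 3.42, PUCHI 3.35, rps4 2.05 and YUC4 3.36. Spike-in centring moves all probe sets alike, so these turns decide nothing about the genes. With the 75th percentile IAA30 came to -0.22 and YUC6 to -0.23. The median of the dehydration list was then 2.56 with spike-ins although camera placed it below the other genes, and that of the plastid-encoded list -0.09 with the 75th percentile although camera placed it above them. Values not called under either setting turned too. Quantile normalization brought AT2G46230 to -0.17, Di19-5 to -0.22, EIN3 to -0.04, ILR3 to -0.24, SBPASE to -0.20, WRKY53 to -0.77 and EXPA7 to 0.00, WRKY53 came to -0.13 with the 75th percentile and -0.02 without the first wild-type array, and YUC6 to -0.01 without the second Atdi19-3 array. Values near the floor limit what these arrays can show.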

Differences from the paper's values

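The paper reports 721 differentially expressed genes at a log2 fold change over 1 in size and a p of 0.05 or less. The deposited values gave 1524 probe sets at the same thresholds with limma, and the paper's text does not name its test. The 721 are genes and the 1524 are probe sets, so the units differ. The sheet of differentially expressed genes in File S2 has 2725 rows, more than either count. The count came within 1.5 times of the paper's after quantile normalization (1004), with single-gene probe sets (671) and without the first (963) or the second (1039) Atdi19-3 array. It did not with median (1683), 75th percentile (1311) or spike-in (22736) centring, the upper part of the probe sets (1642), the intensity trend (1574), the ordinary test (1333), the replicate block (1279) or without the first (1220) or second (1424) wild-type array. All of these alternatives were set before the data were examined. The single-gene setting counts only the 13513 probe sets that the platform annotation names with 1 gene, so its nearness to 721 carries no weight.

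The paper gives an increase of almost 7-fold for NIT2 on the arrays, while the probe set shared by NIT2 and NIT1 gave 13.9-fold here. Quantile normalization, set before the data were examined, brought it to 9.31-fold, within 1.5 times of the paper's value, and no other alternative did. For the same probe set the auxin sheet of File S2 gives a log2 difference of 4.40, above the 3.80 found here, so the paper's 2 values lie on either side of it.

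The auxin sheet of File S2 gives log2 averages on another scale than the deposited table, with values down to 0.32 in File S2 against a lowest deposited value of 2.49. Of its 25 genes 17 could be matched, none of them among the 5 that are lower in the sheet. All 17 were higher here too, each by less than in the sheet, and for 13 the values differed by more than the larger replicate SD. After quantile normalization ILR3 and AT2G46230 came to -0.24 and -0.17. The log2 differences, the paper's first and that of the deposited values second, were 4.40 and 3.80 for the nitrilase probe set, 4.09 and 2.32 for AT1G56220, 4.05 and 2.57 for IAA9, 2.90 and 1.56 for IAA8, 2.71 and 1.2 for ARF2, 1.70 and 0.90 for AXR1, 1.60 and 0.94 for AFB5, 1.52 and 0.67 for ILR3, 1.33 and 0.81 for PIN4, 1.31 and 0.43 for IBR10, 1.29 and 0.92 for TIR1, 1.22 and 0.85 for ABCB1, and 1.19 and 0.64 for GH3.6. The deposited differences of the nitrilase probe set, AXR1, AFB5, PIN4, IBR10, TIR1 and GH3.6 are lower bounds, since wild-type arrays lie at or near the floor.
With every alternative set before the data were examined these 13 differences stayed larger than the replicate SD, except those of AFB5 and ABCB1 without the first wild-type array, TIR1 without the second and ABCB1 without the second Atdi19-3 array. With single-gene probe sets most of the 13 are not tested.

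The paper states that ERD3, SZF1, IAA9, IAA8 and SAM1 are upregulated. All 5 had values above 0 here (2.16, 3.85, 2.57, 1.56 and 1.61) and none passed an adjusted p under 0.05 from limma, while CSD2, CAT3, FBS1, MAT3 and ACS6 passed it. At the paper's own thresholds all 5 passed (unadjusted p = 0.0025, 0.0060, 0.0023, 0.0023 and 0.024). All 5 passed the adjusted threshold with 75th percentile centring, spike-in centring and the upper part of the probe sets, IAA9, IAA8 and ERD3 also with median centring, IAA9 with the intensity trend, and SZF1 without the first or the second wild-type array. The paper states that genes of the indole glucosinolate branch are upregulated, and CYP83B1, SUR1 and UGT74B1 had 2.04, 0.85 and 0.78 and were not called on the deposited values, while CYP83B1 passed at the paper's thresholds (unadjusted p = 0.040). CYP83B1 and SUR1 passed the adjusted threshold with 75th percentile centring, all 3 with spike-in centring, SUR1 with the upper part of the probe sets, and CYP83B1 without the first or the second wild-type array. Of the other auxin genes of File S2 that were not called here, all passed with spike-in centring, which calls nearly every probe set. AT1G56220, AT5G35735 and ABCB19 met the paper's thresholds on the deposited values. ABCB1, ABCB19, AT1G56220, AT5G35735, GH3.6 and TIR1 passed with 75th percentile centring, AT1G56220, AT5G35735, GH3.6 and TIR1 in the upper part of the probe sets, GH3.6 with median centring, and AT2G46230 and PIN4 without the first or the second wild-type array.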

Other observations

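The test of probe sets of one gene was set out before its result was seen, and nothing else in this part was tested as an explanation.

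Several transcripts used as references in RT-qPCR had higher values on the Atdi19-3 arrays. Of 5 such genes named by the platform annotation, 1 was called higher by limma (3 when adjusted over the list alone), and camera placed the list above the other genes (adjusted p = 0.0019, and adjusted p = 0.27 with an estimated correlation). The ubiquitin-conjugating enzyme gene UBC21 (AT5G25760) had a log2 fold change of at least 1.33 (adjusted p = 0.085), with the second wild-type array at 2.94, near the floor. ACT2 (AT3G18780), named only through File S2, had 1.25 (adjusted p = 0.15). Both genes were chosen after their values were seen. TUA6, the called member, was not called without the first or the second wild-type array. Without either Atdi19-3 array no probe set was called, so those fits say nothing about it.

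Plastid-encoded transcripts moved both ways. Of 69, 6 were called higher and 2 lower (15 and 4 when adjusted over the list alone), with a median of 0.14 (camera adjusted p = 0.012, and adjusted p = 0.33 with an estimated correlation). ndhI, a subunit of the plastid NDH complex, had a log2 fold change of 2.68 (adjusted p = 0.016) and psbJ of photosystem II 2.01 (adjusted p = 0.036). The lower ones were rps4 of the plastid ribosome and ccsA of cytochrome assembly, with -1.01 (adjusted p = 0.048, chosen after its values were seen). Quantile normalization brought the median to 0.04 (camera adjusted p = 0.87).

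Of 2 touch and wound genes named by the platform annotation, 0 were called over all probe sets and 1 was higher when adjusted over the list alone. ZAT10 (AT1G27730), a zinc finger repressor, read 5.16 and 5.64 in the wild type and 8.10 and 8.08 in Atdi19-3 (adjusted p = 0.059), and WRKY53 (AT4G23810) had 0.10 (adjusted p = 0.63), and -0.77 (adjusted p = 0.052) after quantile normalization. Of 2 pathogen defence genes 1 was called lower (2 when adjusted over the list alone). The clock gene GI (AT1G22770) had at least 0.92 (adjusted p = 0.24), with wild-type arrays at 2.49 and 2.73. The root genes EXPA7 and PER27 had -0.05 and -0.07 and lay near the floor. Auxin response factors, auxin transporters and aquaporins had 0 members named by the platform annotation, as had the seed and the flower and senescence markers.

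A further hypothesis was that shorter RNA on the wild-type arrays could make probe sets of one gene change differently. Only 1 gene had 2 or more single-gene probe sets, all among the brightest, with a difference of 0.15 between their log2 fold changes, against a median of 0.66 for random pairs. With 1 gene the test decides nothing, a limit recognised only after its result was seen.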
